# Metabolic Enzyme Triosephosphate Isomerase 1 and Nicotinamide Phosphoribosyltransferase, Two Independent Inflammatory Indicators in Rheumatoid Arthritis: Evidences From Collagen-Induced Arthritis and Clinical Samples

**DOI:** 10.3389/fimmu.2021.795626

**Published:** 2022-01-17

**Authors:** Ming Lei, Meng-Qing Tao, Yi-Jin Wu, Liang Xu, Zhe Yang, Yan Li, Opeyemi Joshua Olatunji, Xiao-Wan Wang, Jian Zuo

**Keywords:** triosephosphate isomerase 1 (TPI1), rheumatoid arthritis (RA), collagen-induced arthritis (CIA), metabolism reprogramming, glycolysis, monocytes, nicotinamide phosphoribosyltransferase (NAMPT)

## Abstract

Metabolic intervention is a novel anti-rheumatic approach. The glycolytic regulator NAMPT has been identified as a therapeutic target of rheumatoid arthritis (RA), while other metabolic regulators coordinating NAMPT to perpetuate inflammation are yet to be investigated. We continuously monitored and validated expression changes of *Nampt* and inflammatory indicators in peripheral while blood cells from rats with collagen-induced arthritis (CIA). Gene transcriptional profiles of *Nampt* ^+^ and *Nampt* ^++^ samples from identical CIA rats were compared by RNA-sequencing. Observed gene expression changes were validated in another batch of CIA rats, and typical metabolic regulators with persistent changes during inflammatory courses were further investigated in human subjects. According to expression differences of identified genes, RA patients were assigned into different subsets. Clinical manifestation and cytokine profiles among them were compared afterwards. *Nampt* overexpression typically occurred in CIA rats during early stages, when *iNos* and *Il-1β* started to be up-regulated. Among differentially expressed genes between *Nampt* ^+^ and *Nampt* ^++^ CIA rat samples, changes of *Tpi1*, the only glycolytic enzyme identified were sustained in the aftermath of acute inflammation. Similar to *NAMPT*, *TPI1* expression in RA patients was higher than general population, which was synchronized with increase in RFn as well as inflammatory monocytes-related cytokines like Eotaxin. Meanwhile, RANTES levels were relatively low when *NAMPT* and *TPI1* were overexpressed. Reciprocal interactions between TPI1 and HIF-1α were observed. HIF-1α promoted *TPI1* expression, while TPI1 co-localized with HIF-1α in nucleus of inflammatory monocytes. In short, although NAMPT and TPI1 dominate different stages of CIA, they similarly provoke monocyte-mediated inflammation.

## Introduction

The increase in prevalence of rheumatoid arthritis (RA) has continued to impose heavy burdens on the society and public health globally. RA affects people from all age groups, although its incidence of occurrence in older people is higher. The etiology of RA is yet to be fully elucidated. Several factors including infection, smoking, unhealthy diet and lifestyle, as well as genetic defects can contribute to its development (1). There are many RA diagnostic indicators available nowadays, such as rheumatoid factor (RF), C-reactive protein (CRP) and anti-cyclocitrulline antibodies (ACPA), but a substantial portion of patients are falsely diagnosed as negative according to these criteria (2). Meanwhile, several RA patients cannot benefit from standard anti-rheumatic regimens (3). Even initially effective therapies do not always maintain sustainable remission of RA. Above facts vividly demonstrate the difficulties in accurate diagnosis and successful treatment of this disease. Meanwhile, these clues indicate that RA is a heterogeneous disease. Under this background, defining RA subtypes will not only simply benefit the better understanding of their pathologies, but is also important for developing novel therapeutic strategies. It has been confirmed that CD4^+^ T cells play a vital role in RA (4). However, as a systematic autoimmune disease, RA etiology cannot be exclusively attributed to pathogenic T cells. Increasing RA-related immune cells are emerging, such as B lymphocytes, monocytes, macrophages, dendritic cells, natural killer cells and so on (5). As a result, differentiating RA subtypes by thoroughly characterizing their immune profiles is very difficult, considering our limited knowledge about immunity. To resolve this dilemma, more feasible and easier approaches should be introduced.

Many extra-articular manifestations of RA have been noticed. Cardiovascular diseases (CVDs) are believed to be the leading cause for RA-related pre-mature death, reflecting the disordered metabolism under this pathological condition (6). Consistent to this, dyslipidemia has been identified as one of the most common RA complications (7). Like osteoarthritis, overweight is a risk factor for RA. However, levels of most circulating lipids in RA patients like total cholesterol (T-CHO) and low density lipoprotein cholesterol (LDL-C) are typically lower than general population (8). Dramatic loss of body weight and fat reservoir usually indicates poor prognosis, and rheumatoid cachexia rarely occurs in obese subjects (9). Similarly, there is no consensus about blood glucose changes in RA patients until now, and whether diabetes is a RA complication is yet to be confirmed (10). These conflicting data suggest that RA patients should be categorized into different sub-cohorts, which have distinctly different metabolic profiles. It also hints that we should investigate RA-related metabolic changes horizontally and vertically. These seemingly contradictory observations would provide important clues for the better clarification of RA heterogeneity.

In Traditional Chinese Medicine (TCM) system, RA is divided into two subtypes (11). Patients with early/active RA tend to develop hot symptoms, which are characterized by obvious inflammation, and believed to be caused by pathogenic heat and dampness, two pathogens presumably related to accelerated energy metabolism (12). Cold symptoms are more common at later/inactive stages, when degradation and disability of joints become the dominate manifestations. This theory hints that energy metabolism varies a lot at different RA stages, and it is theoretically feasible to differentiate RA subtypes by monitoring metabolic statuses from the time dimension. Many metabolic regulators have been confirmed to be implicated in RA (13). Unfortunately, there are no studies on their dynamic changes.

Among these metabolic regulators, NAMPT is especially eye catching. Its product NAD^+^ is universally utilized as a co-enzyme in metabolism, and NAMPT itself has notable immunoregulatory functions (14). In brief, NAMPT is believed to promote M1 polarization of monocytes/macrophages by facilitating glycolysis (15). Its overexpression is usually observed under acute inflammation, and it is closely related to the intensified inflammation in rheumatic subjects (16, 17). We found that activating NAMPT exacerbated adjuvant-induced arthritis (AIA), and its down-regulation achieved the opposite outcome (17, 18). Considering the close relationship between NAMPT and inflammation, we assumed that this metabolic enzyme can be used to differentiate RA subtypes. In the current study, we continuously monitored *Nampt* expression in collagen-induced arthritis (CIA) rats. By comparing gene transcriptional profiles at different *Nampt* levels, we attempted to confirm that its overexpression is a hallmark of early/active CIA, and identify other possible metabolic regulators coordinating NAMPT during inflammation. Because RA is a systematic disease, circulating immune cells could have even more profound impacts than those resided in joints in perpetuating clinical manifestations. Besides, they are more accessible. Hence, the analyses were mainly based on white blood cells (WBCs) from peripheral blood and the corresponding plasma.

## Materials And Methods

### Chemicals and Reagents

Incomplete Freund’s adjuvant (IFA) and lyophilized immunization grade bovine type II collagen (CII) were obtained from Chondex (Redmond, WA, USA). Human CTACK, LIF, Eotaxin, RANTES, IL-17α, HIF-1α and IL-2R ELISA kits as well as rat IgG ELISA kit were supplied by Multi-Science (Hangzhou, Zhejiang, China). Colorimetric quantification kits used in ATP, blood glucose and triglyceride tests were purchased from Solarbio (Beijing, China). TRIzol Universal RNA extraction reagent and Universal qPCR Master Mix were procured from Keygen Biotech (Nanjing, Jiangsu, China) and New England Biolabs (Ipswich, MA, USA), respectively. Anti-human primary NAMPT, HIF-1α, TPI1, β-ACTIN antibodies, anti-rat primary Nampt, Tpi1, β-Actin antibodies, HRP-linked secondary antibodies and fluorescein-tagged secondary antibodies were provided by either ABclonal Technology (Wuhan, Hubei, China) or Affinity Biosciences (Changzhou, Jiangsu, China). APC-Cd86, PE-Cd206 and FITC-Cd11b antibodies together with ReverAid First Strand cDNA Synthesis kit were supplied by Thermo Fisher Scientific (Rockford, IL, USA). Resveratrol (RSV) and phosphoenolpyruvate (PEP) were bought from Sigma-Aldrich (St. Louis, MO, USA).

### Monitoring of Periodic Inflammation-Related Genes Expression in CIA Rats

All *in vivo* experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory animals (NIH Publications No. 8023, revised 1978) and approved by the Ethics Committee of Wannan Medical College (LLSC-2020-138). Twelve male rats (7 weeks old) supplied by Tianqin Biotechnology (Changsha, Hunan, China) were randomly divided into two groups. The rats were accommodated in a strictly controlled environment (temperature: 24 ± 2°C; relative humidity: 50 ± 2%; dark/light circle: 12 h) and had free access to tap water and standard rodent chow. After adaptive feeding, half of rats were injected with IFA-CII emulsion at hind left paw to induce CIA (18).

As polyarthritis typically develops 12-14 days after IFA-CII injection under normal conditions, we periodically collected peripheral blood through fossa orbitalis vein during day 10-30 in this preliminary experiment. Portion of the anticoagulation blood was used for complete blood cell count (CBC) on a PE-6800 VIT blood cell counter (Pukang Biotech, Shenzhen, Guangdong, China). The remaining blood was centrifugated to obtain plasma, which was used to determine IgG, glucose and triglyceride levels using appropriate kits in accordance with the manufacturers’ protocols. The cell precipitation was re-suspended in red blood cell lysis buffer (Solarbio, Beijing, China), and incubated at room temperature for 5 min. After erythrolysis, WBCs were obtained. Total RNA within these cells were exacted by TRIzol reagent, and used as templates to synthesize cDNA. Relative expression of gene *Nampt*, *Sirt1*, *Ppar-γ*, *iNos*, *Il-1β*, *Mcp-1*, *Arg-1*, *Il-10*, *Ifn-γ*, and *Il-17α* were assessed by RT-qPCR on a 7500 Real-Time PCR Detection system (Applied Biosystems, Life Technologies) using *β-Actin* as the internal reference based on 2^-ΔΔCT^ calculation. All the gene specific primers used in this study were synthesized by Sangon Biotech (Shanghai, China), and their sequences are included in **Supplementary S1**.

### Validation of Periodic Gene Expression Changes in CIA Rats

To confirm the preliminary results and avoid occasional factors-caused interferences, we replicated the experiment above. It is known that CIA severity is greatly affected by accommodation environment and rat strain. In this replicate experiment, we used male Wistar rats (7 weeks old) provided by the same vendor, and housed them in a Specific Pathogen Free (SPF) laboratory. The grouping and sampling arrangements were similar to those described above with slight modifications. The rats in CIA control group received a boost IFA-CII injection on day 7, and blood sampling started the next day to cover pre-clinical stages of CIA. We selectively investigated the expression of gene *Nampt*, *Sirt1*, *Ppar-γ*, *iNos*, *Il-1β*, *Arg-1* and *Il-10* here using PCR method to highlight the role of monocytes in CIA.

### Screening of Genes Involved in Active CIA

The whole course of CIA is typically divided into 3 phases according to clinical manifestations, i.e. pre-clinical, active and inactive stages. Our recent study demonstrate that onset of CIA is accompanied with accelerated glycolysis (19). When inflammation reaches peak, the severity is spontaneously attenuated, and CIA enters the inactive phase. Because Nampt promotes inflammatory glycolysis, we thought *Nampt* up-regulation could be an indicator of active CIA. Consequently, blood samples collected from every CIA rat in the replicate experiment were assigned into two categories according to *Nampt* expression. When *Nampt* was overexpressed, the blood was labeled as *Nampt* ^++^ sample. Shortly, *Nampt* expression was decreased to basal line (taking healthy controls as the reference). The sample collected at this time point was allocated to *Nampt* ^+^ category. *Nampt* ^++^ and *Nampt* ^+^ samples were collected approximately on day 8 and 14, respectively. Due to individual variations, the sampling time varied a bit, usually in the range of 2 days.

Subsequently, gene expression profiles between *Nampt* ^++^ and *Nampt* ^+^ samples were compared by RNA-sequencing approach. RNA-sequencing service was provided by LC-Biotech (Hangzhou, Zhejiang, China). Samples from 4 CIA rats at both *Nampt* ^++^ and *Nampt* ^+^ statuses were used in this assay, and 3 samples from normal healthy controls were taken as references. Total RNA extracted by TRIzol reagent was quantified, and the quality was evaluated based on RNA integrity. Poly(A) RNA was enriched using Oligo (dT) Dynabeads (Thermo Fisher, CA, USA). The resulting RNA was subsequently fragmented and reverse-transcribed to cDNA, which was used as a template to synthesize U-labeled second-stranded DNA. After further modification and size-based screening, the products were amplified by PCR procedures. Finally, 2×150 bp paired-end sequencing was performed on an Illumina Novaseq™ 6000 sequencing system (San Diego, CA, USA). Interferences in raw files including adaptor reads, low quality data and undetermined bases were filtered out. The clean data obtained were mapped into rat genome with the aid of Cutadapt 1.9, and all the reads were assembled by the aid of StringTie 1.3.4d with default parameters. Using the processed data, the comprehensive transcriptome was constructed by Gffcompare 0.9.8. Levels of mRNA were assessed by the value of FPKM. The genes with mRNA fold change > 2 or < 0.5 and p value < 0.05 between the two groups were taken as differentially expressed, and subjected to GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses.

### Validation of Inflammation-Related Genes in CIA Rats

Differentially expressed genes were then manually checked. If there was obvious conflict concerning their expression within one set of samples, these data were abandoned. Statistical differences calculated based on low FPKM (< 10) were also deemed as unreliable. According to these criteria, *Nampt* overexpression-related differential genes were identified, which were believed to contribute to the altered immune situations at different stages, and participate in regulating inflammatory responses.

To test whether these genes can differentiate immune profiles in CIA rats and serve as indicators for CIA subtypes classification, we conducted the validation experiment. In this assay, CIA model group was comprised of 16 male Wistar rats, and another 8 healthy rats served as normal controls. All the animals were housed in a SPF lab, and CIA was induced using the same protocol described above. On day 20, blood was sampled. At this time point, acute inflammation had started to resolve. Due to individual variations, inflammatory signs in some rats were obviously reduced. Therefore, it should be taken as the turning point of active and inactive CA stages according to clinical manifestations. As *Nampt* was believed as a driving force of CIA-related inflammation, the rats were divided into two equal subgroups. All CIA samples were ranked according to *Nampt* expression, and allocated into *Nampt* ^++^ and *Nampt* ^+^ subsets. Levels of inflammatory indicators in *Nampt* ^++^ samples were supposed to be higher than *Nampt* ^+^ subsets.

### Analysis of Blood Samples From RA Patients

Following clinical samples-involved experiments were performed in accordance with the guidelines of Declaration of Helsinki, and the protocol was approved by the Institutional Ethics Research Committee of the First Affiliated Hospital of Wannan Medical College. Written informed consent was obtained from all participants. RA blood samples from 128 outpatients were collected at Yijishan Hospital from February 2021 to March 2021. Twenty-eight control samples from age-paired general population were collected from the physical examination center during the same period. Expression of gene *NAMPT* and *TPI1* in peripheral WBCs was assessed by PCR method. Monocytes were isolated from certain blood samples using the isolation kits provided by Solarbio (Beijing, China), which were lysed in RIPA buffer. Levels of protein NAMPT and TPI1 in the cells were assessed by immunobloting method.

Afterwards, 20 RA samples were chosen. Expression of *NAMPT* and *TPI1* in WBCs was assessed by PCR. The samples were then ranked based on *NAMPT* and *TPI1* expression. Taking the results as a reference, the samples were assigned into 4 groups (*TPI1* ^+^ *NAMPT* ^+^, *TPI1* ^+^ *NAMPT* ^++^, *TPI1^+^* ^+^ *NAMPT* ^+^ and *TPI1* ^++^ *NAMPT* ^++^). Cytokine composition differences among these groups were characterized by using a Bio-Plex Pro Human Cytokine Screening 48-plex Panel (Bio-Rad, Hercules, CA, USA). According to results from this preliminary assay, 81 RA blood samples with well documented clinical information were selected. By ranking gene expression, WBCs samples with neither high levels of *NAMPT* nor *TPI1* were taken as *NAMPT* ^+^ *TPI1* ^+^controls, and the remaining samples were assigned into either *NAMPT* ^++^ or *TPI1* ^++^ groups. Levels of certain cytokines in this larger cohort were investigated and compared by ELISA method. Relevance between differential genes/cytokines and RA severity was further tested by available clinical data.

### Characterizing the Role of TPI1 in Inflammation

Some RA monocytes were seeded into 6-well plates. After attachment, they were treated by gene-specific siRNA to silence *HIF-1α*. siRNAs were synthesized by Genepharma Co., Ltd. (Shanghai, China), and their sequences are as follows: negative control (NC), 5′-UUCUCCGAACGUGUCACGUTT-3′ (sense), 5′-ACGUGACACGUUCGGAGAATT-3′ (anti-sense); si-HIF-1α, 5′-CCAGCAGACUCAAAUACAATT-3′ (sense); 5′-UUGUAUUUGAGUCUGCUGGTT-3′ (anti-sense). Forty-eight hours later, the cells were harvested. Levels of intracellular TPI1 were investigated by immunobloting method. Some other RA monocytes were treated by TPI1 inhibitor PEP (0.5 mM) for 24 h *in vitro*. Afterwards, portion of the cells were collected for immunobloting assay, and the rest were used in intracellular ATP determination. Levels of HIF-1α in the medium were determined by ELISA method.

In immunofluorescence assay, monocytes isolated from either RA patients or healthy volunteers were seeded in a 24-wells plate. Certain cells were treated by RSV (20 μg/ml) for 24 h. After being treated by 4% paraformaldehyde and 1% bovine serum albumin, the cells were incubated with anti-human TPI1 and HIF-1α primary antibodies, followed by a further incubation with fluorescein-tagged secondary antibodies in dark. After extensively washing, DAPI staining was carried out. Fluorescent images were photographed by a Fluorescence microscope (Leica, Wetzlar, Germany).

For the purpose of co-immunoprecipitation (Co-IP) analysis, lysate of RA monocytes were co-incubated by either rabbit IgG or anti-human TPI1 antibody in the presence of protein A/G plus-agarose at 4°C overnight. The beads were washed five times with the lysis buffer, and finally boiled in SDS-PAGE loading buffer. Obtained samples were subject to immunobloting experiment to evaluate HIF-1α levels.

Peritoneal macrophages were collected from healthy male C57 mice according to procedures reported previously (20). The cells were cultured in 6-well plates. Two hours later, portion of the attached cells were stimulated by LPS (100 ng/ml) or in the combination with PEP (0.5 mM) for 12 h. Subsequently, the cells were collected after trypsin digestion, and stained by FITC-Cd11b and APC-Cd86 antibodies. After being fixed and permeabilized, the cells were further incubated with PE-Cd206 antibody for 30 min at room temperature. The stained cells were subsequently fed to a flow cytometer (FC500, Beckman) for quantitative analysis. Cd11b^+^Cd86^+^ and Cd11b^+^Cd206^+^ cells were identified as M1 and M2 macrophages, respectively.

### Statistical Analysis

In this study, data were typically expressed as mean ± standard deviation (SD). Based on one-way analysis of variance (ANOVA) coupled with Tukey *post hoc* test, statistical differences were considered as significant when p values < 0.05 or 0.01. The correlations among different parameters were indicated by Pearson correlation coefficient. All the statistical analyses were performed with GraphPad Prism 8.0 (Cary, NC, USA).

## Results

### NAMPT Overexpression Is an Event of Early CIA

Arthritic manifestation gradually developed in male SD rats that received IFA-CII injection since day 12. In line with this, no obvious edema occurred in paws until then. Edema reached the peak about 8 days after the onset of polyarthritis, and was spontaneously attenuated thereafter (**Figure 1A**). Significant increase in IgG was noticed in CIA rats from the very beginning, and it was reinforced from day 20-25, lagging behind the progress of inflammation (**Figure 1B**). Blood glucose decrease was mainly observed before day 20. Meanwhile, levels of triglyceride in model animals were constantly lower than healthy controls until day 30 (**Figure 1C**). Lymphocyte and intermediate cell counts were generally decreased in CIA rats during day 10-15, while their population was recovered and even increased thereafter (**Figure 1D**). Morphological observation of paws and counts of other blood cells are shown in **Supplementary S2**. The progress pattern of CIA was further investigated by PCR analysis. Expression of *Nampt*, *iNos*, *Mcp-1* and *Il-1β* were obviously up-regulated in CIA rats during day 15-20, suggesting reinforced M1 polarization of monocytes in this period. M2 polarization was constantly deficient from the onset of polyarthritis as indicated by impaired expression of *Ppar-γ*, *Arg-1* and *Il-10*. As a downstream of *Nampt*, *Sirt1* was initially up-regulated. Probably due to the persistent deficiency of M2 polarization, *Sirt1* were down-regulated after day 25 (**Figure 1E**). Similar to IgG production, increase in expression of *Ifn-γ* and *Il-17α* mainly occurred during day 20-25. Collective PCR data show that *Nampt* strongly correlated to M1 polarization indicator *iNos*, while *Ppar-γ* exhibited good correlation with M2 polarization indicator *Arg-1* and *Il-10* (**Figure 1F**). These findings were subsequently illustrated in scatter plots diagrams (**Figure 1G**).

**Figure 1:**
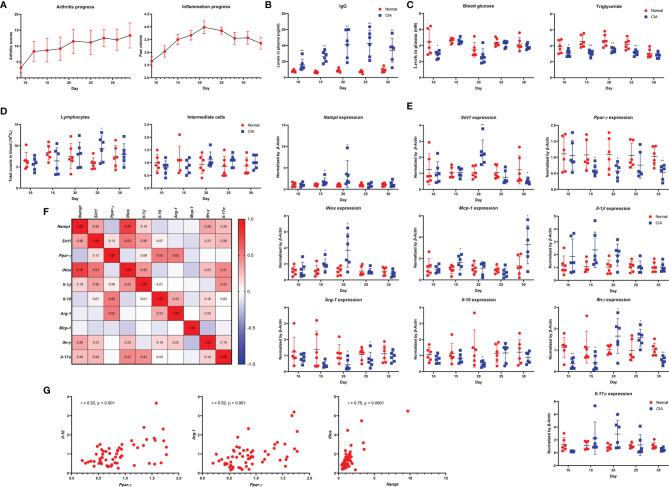
Dynamic changes of *Nampt* expression and inflammatory indicators throughout the course of CIA in male SD rats feed under normal environment. **(A)** periodic changes of arthritis scores and hind left paw volume; **(B)** IgG level changes in blood; **(C)** blood glucose and triglyceride level changes in blood; **(D)** lymphocyte and intermediate cell count changes in blood; **(E)** mRNA expression of *Nampt* and other inflammatory genes in peripheral WBCs; **(F)** expression correlations among different genes; **(G)** key correlations demonstrated in scatter plots diagrams. Statistical significance: ^*^p < 0.05 and ^**^p < 0.01 compared with normal healthy rats.

In the replicate experiment, we therefore focused on monocytes-related changes. Despite the different rat strain and feeding environments, CIA progressed in a similar pattern (**Figure 2A**). Decreased counts of lymphocytes and intermediate cells were observed on day 8 and 12, indicating the early/active stages of CIA (**Figure 2B**) (21). Altered expression of *Sirt1*, *Ppar-γ*, *Arg-1*, *Il-10*, *Nampt*, *iNos* and *Il-1β* was observed in CIA rats once again (**Figure 2C**). The boost IFA-CII injection facilitated CIA development, as up-regulation of *Nampt* and *iNos* occurred earlier. We noticed that *Nampt* overexpression generally occurred prior to the onset of arthritis in these rats, and lasted for no more than 5 days typically. Since day 16, this phenomenon was reversed, and *Nampt* expression was even decreased (**Figure 2C**). In fact, no increase in *Nampt* expression in main immune organs of CIA rats was observed when the animals were sacrificed at day 30 (**Figure 2D**). Evidences from the two experiments collectively demonstrate that *Nampt* overexpression occur during early stages of CIA. Meanwhile, it questions the speculation that *Nampt* up-regulation is a hallmark of active CIA. Even in the preliminary experiment, its expression had been decreased below basal level before inflammation was resolved.

**Figure 2:**
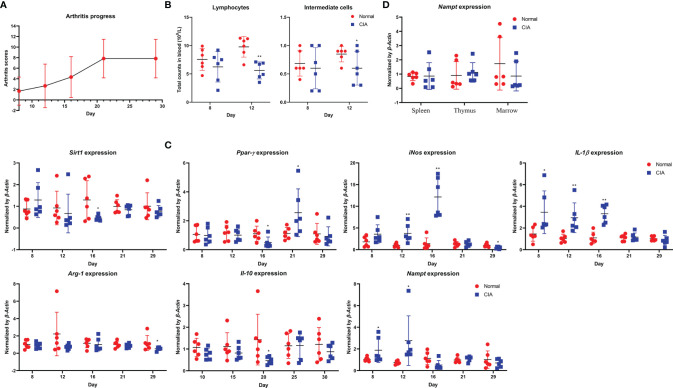
Validation of periodic changes in CIA using male Wistar rats housed in SPF laboratory. **(A)** periodic changes of arthritis scores; **(B)** decrease in lymphocyte and intermediate cell counts observed during early CIA; **(C)** periodic mRNA expression of *Nampt* and monocytes polarization-related genes in peripheral WBCs; **(D)** mRNA expression of *Nampt* in main immune organs of rats when sacrificed. Statistical significance: ^*^p < 0.05 and ^**^p < 0.01 compared with normal healthy rats.

### Gene Transcriptional Profile Varies at Different CIA Stages

To clarify key changes occur in early CIA characterized by *Nampt* overexpression, we performed RNA-sequencing using two batches of WBCs sampled from the same rats at different time points. 

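WBCs here are, by the paper's account, the cells left after the red blood cells of peripheral blood were lysed. The extraction protocol deposited with the samples speaks of retinas instead, and the samples were taken to be WBCs because the paper and the deposited sample sources say so. The samples came from 4 CIA rats, each sampled at Nampt++ status on about day 8 and again at Nampt+ status on about day 14, and from 3 normal healthy controls. The authors assigned the CIA samples to the groups by their own PCR of Nampt. Poly(A) RNA was sequenced in paired-end reads, and the deposited table gives, for each of 32623 genes, the number of reads the authors counted and the FPKM, the fragments counted for a gene scaled by its transcript length and by the sample's total. The paper's text names neither the genome build nor how the reads were counted, so positions are given as the table lists them. Total counts per sample ranged from 65340027 to 85449911 in Nampt++ samples (median 78329050), from 69413285 to 78625217 in Nampt+ samples (median 71642925) and from 71500619 to 85819418 in normal healthy controls (median 81464754). The 11 haemoglobin genes took 6.84% to 37.3% of the counts in Nampt++ samples, 14.8% to 42.8% in Nampt+ samples and 16.2% to 30.9% in controls, which leaves unequal numbers of reads for all other genes. Groups were compared a pair at a time with edgeR's quasi-likelihood test on the deposited counts, with TMM normalization, over genes with a mean FPKM of at least 1. A gene was called where the ratio of the group mean FPKMs was over 2 or under 0.5 and the unadjusted p under 0.05, which are the paper's thresholds. Single genes were also compared on log2(FPKM + 1) with a two-sided exact permutation test, whose smallest possible p is 0.0286 both for 4 samples against 4 and for 4 against 3.

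Nampt, listed as ENSRNOG00000009754 on chromosome 6 from 52122085 to 52156472, had an FPKM of 30.9 ± 15.3 (SD, n = 4) in Nampt++ samples, 22.5 ± 11.8 (SD, n = 4) in Nampt+ samples and 22.2 ± 9.80 (SD, n = 3) in normal healthy controls. The difference in mean log2(FPKM + 1) between Nampt+ and Nampt++ samples was -0.40. It lay within the spread between rats (p = 0.571 by exact permutation test and 0.75 by sign flips within rats). From Nampt++ to Nampt+ status, FPKM fell from 46.5 to 11.4 in rat 1 and from 36.1 to 27.5 in rat 3, and rose from 10.1 to 14.3 in rat 2 and from 30.6 to 36.9 in rat 4. Nampt++ samples differed from controls by 0.36 (exact permutation test, p = 0.571), and Nampt+ samples by -0.04 (exact permutation test, p = 0.971). Leaving out the Nampt++ sample of rat 2 moved the first difference to -0.84 (exact permutation test, p = 0.2) and the second to 0.80, whereas without the Nampt+ sample of rat 1 the first was -0.14. Without the sample of control 2, the difference between Nampt+ samples and controls was 0.27.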

Differentially expressed genes under *Nampt* ^++^ and *Nampt* ^+^ statuses were displayed in **Figure 3A**. 

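Of the 11219 genes tested between Nampt+ and Nampt++ samples, 72 passed the thresholds, 35 of them higher and 37 lower in Nampt+ samples. No gene had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.9996. At an unadjusted p under 0.05 there were 256 genes, or 2.28% of those tested, where 561 would be reached by chance. The samples of the groups did not overlap in 46 genes, a share of 0.41% against 2.86% by chance. Of the 72 genes, 20 had a mean FPKM of at least 10, the level below which the paper calls differences unreliable. The share of higher genes among those past the thresholds was 48.6% as deposited, 58.4% with each sample scaled to the same upper quartile and 57.1% without the haemoglobin genes. The alternative that moved the count most was testing every gene with a value above 0, which gave 295 genes past the thresholds. Leaving out the Nampt+ sample of rat 2 gave 165 genes and 2 with an adjusted p under 0.05, leaving out the Nampt++ sample of rat 2 gave 163, and without the Nampt+ sample of rat 1 there was 1 gene with an adjusted p under 0.05. DESeq2, which was added after seeing the data, gave 5 genes with an adjusted p under 0.05, namely Il1a, Pole3, Syk and AABR07025010, which were lower in Nampt+ samples, and Wbp11, which was listed at 0 in all Nampt++ samples.

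Among genes with a mean FPKM of at least 10, past the thresholds and without overlap between the groups, there were 3, all lower in Nampt+ samples and in each of the 4 rats. Tifa, on chromosome 2 from 232104809 to 232137422, had an FPKM of 8.01 ± 1.34 in Nampt+ samples and 21.4 ± 13.9 in Nampt++ samples (SD, n = 4), and its log2 fold change was -1.17 (standard error 0.46). It was no longer past the thresholds without the Nampt++ sample of rat 1 (-0.67), without the Nampt+ sample of rat 1, 3 or 4 (-1.09, -1.01 and -1.08), or with each rat as a replicate block in edgeR (-1.17), but was with limma and that block (-1.15), a fit added after seeing the data. Pomp, on chromosome 12 from 8746855 to 8759599, had an FPKM of 18.9 ± 5.98 and 37.9 ± 8.05 (SD, n = 4). Genes whose descriptions match were taken as copies here and below, and no sequences were compared. By this rule LOC100911238 on the same chromosome is a copy of Pomp. For the sum of both the difference in log2(FPKM + 1) was -0.36 (exact permutation test, p = 0.0857) in place of -0.99 (exact permutation test, p = 0.0286). The remaining gene, Syk, is among those plotted in Fig. 3C.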

GO enrichment demonstrates that the differed *Nampt* expression greatly affected immune status. 

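Of the 13 terms highlighted in Fig. 3B, 5 were enriched among the genes past the thresholds at an unadjusted p under 0.05, with a one-sided Fisher's exact test against all tested genes with an annotation. For GO terms this background was 10541 genes, of which 56 were past the thresholds. Immune response held 6 of them among its 267 genes, where 1.42 were expected (exact p = 0.00280). Of these, 4 were higher in Nampt+ samples, namely Ms4a2, Mcpt8l2, Mcpt8l3 and AC097037, and Il1a and Thbs1 were lower. The first 3 genes were chosen for a closer look after their values were seen, and each was highest in the Nampt+ sample of rat 4, with 1030, 1819 and 4552 counts. Inflammatory response held 5 of its 175 genes (exact p = 0.00230), and positive regulation of angiogenesis held 4 of 67 (p = 0.000427), namely Eng, Hmox1, Il1a and Thbs1, all lower in Nampt+ samples. One gene of inflammatory response, LOC108348082, had 4330 counts in the Nampt+ sample of rat 4, 26 in the Nampt++ sample of rat 2 and 0 in the other samples of CIA rats. Positive regulation of JNK cascade held 1 of 44 (exact p = 0.209), and was enriched in 5 of the 8 fits that each left out 1 sample, those without the Nampt++ sample of rat 2, 3 or 4 (exact p = 0.0249, 0.0204 and 0.000754) or the Nampt+ sample of rat 1 or 2 (exact p = 0.0333 and 0.00180). Adjusted over the list alone, the same 5 terms kept an adjusted p under 0.05 by the Benjamini-Hochberg method, but the study chose the list on these samples, so this is not independent evidence.

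The count of 5 enriched terms moved with the genes called. It was 13 with limma on log2(FPKM + 1), the test planned before the data were examined. With each rat as a replicate block it was 12, and it was 0 when genes needed a mean FPKM of at least 10. Leaving out one sample gave 12 without the Nampt++ sample of rat 4 or the Nampt+ sample of rat 1, and 9, 8 and 8 without the Nampt++ samples of rats 1 and 3 and the Nampt+ sample of rat 2. Across all tested genes, limma's camera, which presets the correlation between genes, gave 9 terms and fry, which does not, gave 0.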

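The GO term response to lipopolysaccharide held 170 tested genes, and 2 of them passed the thresholds between Nampt+ and Nampt++ samples, where 0.90 were expected (one-sided Fisher's exact test, p = 0.228). Il1a, on chromosome 3 from 121825412 to 121836086, had an FPKM of 3.51 ± 1.08 in Nampt+ samples and 8.55 ± 2.14 in Nampt++ samples (SD, n = 4), a log2 fold change of -1.22 (standard error 0.24, adjusted p = 0.9996 from edgeR's quasi-likelihood test), and every Nampt+ sample lay below every Nampt++ sample. Cfb was listed at 0 counts in all 4 Nampt+ samples and had 988, 0, 595 and 1598 counts in the Nampt++ samples of rats 1 to 4, and the table lists another gene under the same symbol, so its reads could be divided between them. Both were named after their values were seen. Other ways of calling genes enriched this term, with p = 0.0239 for the genes called by limma on log2(FPKM + 1), 0.000609 for those called by DESeq2 and 0.0299 for those called with each rat as a replicate block in edgeR, by Fisher's exact test each time, but those called by limma with that block did not. So did leaving out 1 sample in 4 of 8 fits, from an exact p = 0.000467 without the Nampt++ sample of rat 1 to 0.0235 without the Nampt+ sample of rat 1, the others being the Nampt++ sample of rat 4 and the Nampt+ sample of rat 2. Over all its tested genes, limma's camera placed the term lower in Nampt+ samples, and fry gave no difference.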

Of note, lipopolysaccharide (LPS) response signaling (a key pathway-driven M1 polarization) was identified as one of the significantly affected pathways, confirming the relevance of *Nampt* overexpression to monocyte/macrophages-mediated inflammation. KEGG enrichment indicates that many immune disease pathways as well as related signal transductions were altered too (**Figure 3B**). 

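For KEGG pathways the background was 4285 tested genes, of which 33 passed the thresholds. Systemic lupus erythematosus held 6 of them among its 81 genes, where 0.62 were expected (one-sided Fisher's exact test, p = 2.79e-05). All 6 were higher in Nampt+ samples, and 4 of them, Hist1h3b, AABR07027753, LOC100912564 and LOC684773, had a mean FPKM of 3.89 or less in either group. The others were Mcpt8l2 and Mcpt8l3, which stand in the list of basophil and mast cell genes. They had a mean FPKM of 12.1 and 10.5 in Nampt+ samples against 4.66 and 3.87 in Nampt++ samples. Osteoclast differentiation held 4 of its 108 genes (exact p = 0.00890), with Fosb higher and Il1a, Il1r1 and Syk lower in Nampt+ samples. The other 6 highlighted pathways each held 1 or 2 genes past the thresholds, with p from 0.118 for NF-kappa B signaling to 0.505 for TNF signaling. Without the Nampt++ sample of rat 2, systemic lupus erythematosus was not enriched (exact p = 0.396). Osteoclast differentiation was not enriched without the Nampt++ sample of rat 1 (exact p = 0.334) or the Nampt+ sample of rat 2 (exact p = 0.0587). With each rat as a replicate block in edgeR, 5 of the other 6 pathways were also enriched, with p from 0.00338 for asthma to 0.0491 for NF-kappa B signaling, and TNF signaling was not, and with limma and that block neither NF-kappa B signaling nor TNF signaling was. Leaving out 1 sample also enriched them. NF-kappa B signaling was enriched without the Nampt++ sample of rat 4 (exact p = 0.00444) or the Nampt+ sample of rat 4 (exact p = 0.0452), and TNF signaling without the Nampt+ sample of rat 1 (exact p = 0.0338) or rat 2 (exact p = 0.0334). IL-17 signaling, asthma, inflammatory bowel disease and cytokine-cytokine receptor interaction were each enriched in 3 or 4 of the 8 fits, all of them also without the Nampt+ sample of rat 1 (exact p = 0.00170, 0.000409, 0.0492 and 0.0156).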

The up-regulated and down-regulated genes (*Nampt* ^+^ vs *Nampt* ^++^ samples) were illustrated in **Figure 3C** separately. 

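Of the 17 genes in Fig. 3C, 6 are drawn as higher and 11 as lower in Nampt+ samples. As a difference in mean log2(FPKM + 1), the gene values of all 11 drawn lower had that direction, and those of 3 of the 6 drawn higher. Past the thresholds were 6 genes, namely Syk, Thbs1, Tpi1, Rhoq, Hmox1 and Gda, all drawn lower, and 0 of the 6 drawn higher. The paper's tables give values of transcripts for the genes of the figure, and the values here are of whole genes. For the 8 genes with 1 transcript both are the same within 3.34e-06. Kri1, Vps29, Rac1, Ptprc and Ddx17, drawn higher, have from 3 to 7 transcripts, so for them a difference from the figure is between unlike measures. With the p adjusted over the list alone by the Benjamini-Hochberg method, 2 genes were under 0.05 in edgeR's quasi-likelihood test, against 0 over all genes tested, and because the study chose the 17 genes on these samples the first is not independent evidence. Syk (ENSRNOG00000012160, chromosome 17 from 12614311 to 12669573), a tyrosine kinase, had an FPKM of 12.6 ± 5.35 in Nampt+ samples and 39.9 ± 14.4 in Nampt++ samples (SD, n = 4), a log2 fold change of -1.67 (standard error 0.33, adjusted p = 0.9996 from edgeR over all genes). It was lower in all 4 rats without overlap between the groups (exact permutation test without the pairing, p = 0.0286). With each sample left out in turn its log2 fold change was from -1.92 to -1.51. Thbs1 had an FPKM of 14.6 ± 5.39 and 42.4 ± 25.0 (SD, n = 4), a log2 fold change of -1.49 (standard error 0.39), and was lower in all 4 rats (exact permutation test, p = 0.0571).

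The other genes past the thresholds were less steady between rats. Hmox1 had an FPKM of 8.95 ± 2.03 in Nampt+ samples and 28.8 ± 28.2 in Nampt++ samples (SD, n = 4) and was lower in 2 of 4 rats. Rhoq had an FPKM of 8.86 ± 3.28 and 20.0 ± 15.5 (SD, n = 4) and was lower in 3 of 4 rats, and its log2 fold change of -1.12 was not past the thresholds without the Nampt++ sample of rat 4 (-0.62) or the Nampt+ sample of rat 1, 2 or 4 (-1.11, -1.05 and -1.13). That of Hmox1, -1.50, passed in only 2 of the 8 fits that each left out 1 sample, those without the Nampt++ sample of rat 1 or 2, and was smallest without that of rat 4 (-0.85). With each rat as a replicate block in edgeR, Rhoq (-0.89), Hmox1 (-0.94), Gda (-0.93) and Tpi1 (-1.35) no longer passed, while Cxcl16 (-1.19) and LOC103694380 (-0.97), whose reads could be divided with Tnf, did. With limma and that block, which was added after seeing the data, Hmox1 did not pass either, but Tpi1 (-1.36), Rhoq (-0.90) and Gda (-0.95) still did. The log2 fold change of LOC103694380, -1.04, was past the thresholds without the Nampt++ sample of rat 4 (-1.30) or the Nampt+ sample of rat 1 (-1.46), and was -0.46 without the Nampt++ sample of rat 1. The count of 6 was 3 without the Nampt++ sample of rat 3 or 4 or the Nampt+ sample of rat 1 or 4, and also 3 with all groups in one fit, and 10 with DESeq2. Tgm2, at 3.48 ± 1.34 and 9.03 ± 6.41 FPKM (SD, n = 4), passed without the Nampt++ sample of rat 1 or 2 or the Nampt+ sample of rat 2 (log2 fold changes of -1.31, -1.35 and -1.58). Among the genes drawn higher, Rac1 had an FPKM of 99.9 ± 18.8 in Nampt+ samples and 141 ± 33.3 in Nampt++ samples (SD, n = 4) and was lower in all 4 rats (exact permutation test, p = 0.0857). Kri1 was at 27.5 ± 7.45 and 39.3 ± 23.6, Ptprc at 209 ± 60.4 and 207 ± 57.7, and Ddx17 at 22.5 ± 12.1 and 18.2 ± 4.35 FPKM (SD, n = 4), all within the spread between rats (exact permutation tests, p from 0.543 to 1.0). The log2 fold change of Kri1, -0.37, was 0.05 without the Nampt++ sample of rat 1, and that of Ptprc, 0.07, was -0.03 without the Nampt++ sample of rat 2 and -0.02 without that of rat 4, and the log2 fold change of Ddx17, 0.30, was 0.02 without the Nampt+ sample of rat 4.

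**Figure D1:**
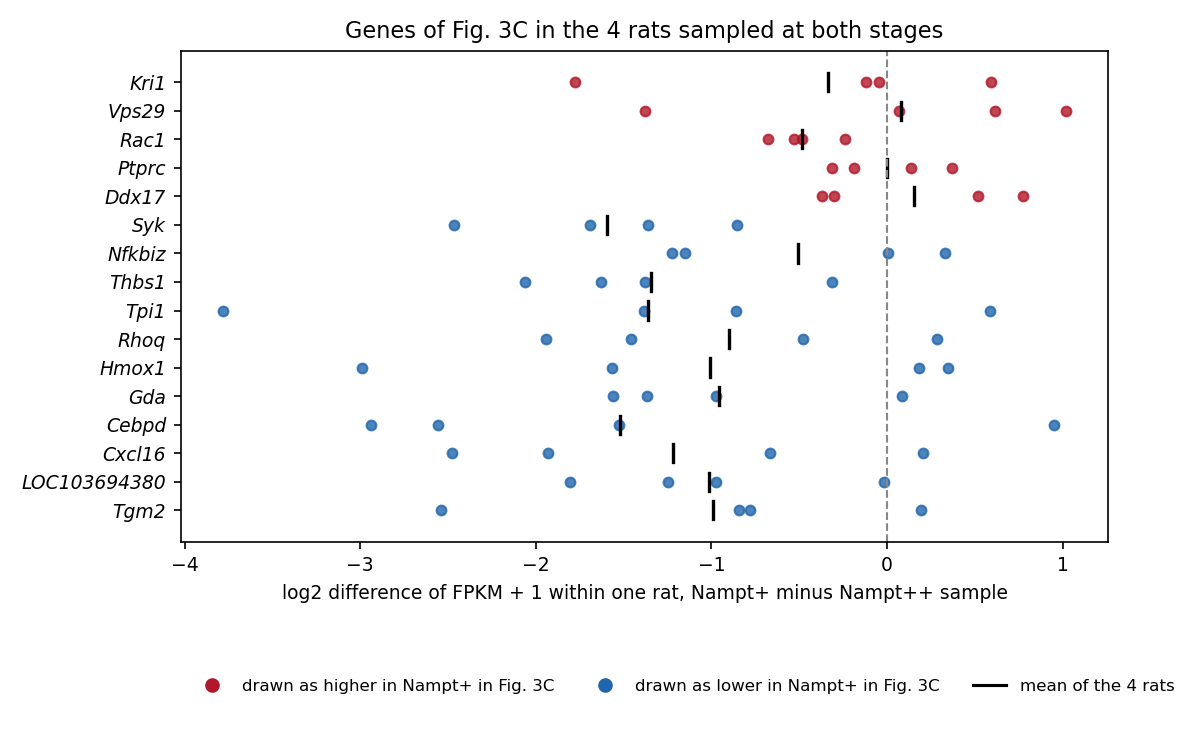
Difference in log2(FPKM + 1) between the Nampt+ and the Nampt++ sample of the same rat, on the x axis, for genes of Fig. 3C, on the y axis. Each point is 1 of 4 rats, the black tick is the mean over the 4 rats, and red and blue mark genes drawn higher and lower in Fig. 3C. All 4 points lie below 0 for Syk, Thbs1, LOC103694380 and Rac1.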

Interactions among corresponding proteins were visualized with the aid of an online tool STRING (www.string-db.org/). As shown in **Figure 3D**, most of the identified genes/proteins are involved in inflammatory network. Some remaining genes also play crucial roles in inflammation, such as *Nfkbiz*, *Cxcl16* and *Cebpd*, and the rest of them are typically categorized as metabolism regulators, including *Vps29*, *Gda* and *Tpi1*.

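Nfkbiz (chromosome 11) had an FPKM of 88.2 ± 33.4 in Nampt+ samples and 131 ± 52.5 in Nampt++ samples (SD, n = 4) and was lower in 2 of 4 rats, a difference within the spread between rats (exact permutation test, p = 0.371). Its log2 fold change of -0.45 (standard error 0.36) was -0.24 without the Nampt++ sample of rat 3. Cxcl16 was at 15.9 ± 14.6 and 40.5 ± 26.0 FPKM (SD, n = 4) and lower in 3 of 4 rats (exact permutation test, p = 0.257). The Nampt+ sample of rat 3, at 37.7 FPKM, lay apart from the others at 7.36 to 10.1, and without it or without the Nampt++ sample of rat 1 Cxcl16 passed the thresholds, with log2 fold changes of -2.0 and -1.74 in place of -1.37. Cebpd was at 9.47 ± 5.20 and 33.3 ± 21.0 FPKM (SD, n = 4), lower in 3 of 4 rats (exact permutation test, p = 0.143), with a log2 fold change of -1.49 (standard error 0.68). It passed the thresholds only in some settings, among them leaving out either sample of rat 2 (-2.08 without Nampt+, -1.82 without Nampt++).

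Vps29, on chromosome 12 from 39690069 to 39699113, was at 12.8 ± 3.53 FPKM in Nampt+ samples and 12.7 ± 6.67 in Nampt++ samples (SD, n = 4), with no detectable difference (exact permutation test, p = 0.83). Its log2 fold change of 0.24 (standard error 0.44) became -0.24 without the Nampt+ sample of rat 2 and 0.61 without the Nampt++ sample of rat 1. Gda was at 18.7 ± 5.35 and 41.2 ± 20.1 FPKM (SD, n = 4) and lower in 3 of 4 rats (exact permutation test, p = 0.143). Its log2 fold change of -1.01 (standard error 0.36) passed the thresholds. Gda no longer passed without the Nampt++ sample of rat 3 or rat 4 (-0.90 and -0.86) or the Nampt+ sample of rat 1 (-0.86). Nor did it pass with upper quartile scaling, without the haemoglobin genes, with all groups in one fit or with limma and a pseudocount of 0.1. It passed in 13 of 21 other settings. For Tpi1 the fitted log2 fold change was -1.55 (standard error 0.65), past the thresholds. Of the 8 fits that each left out 1 sample, it stayed past them only without the Nampt++ sample of rat 2 (-1.89), and it was smallest without the Nampt++ sample of rat 1 (-1.09). Tpi1 has a copy by description in the table, so its reads could be divided between the copies.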

**Figure 3:**
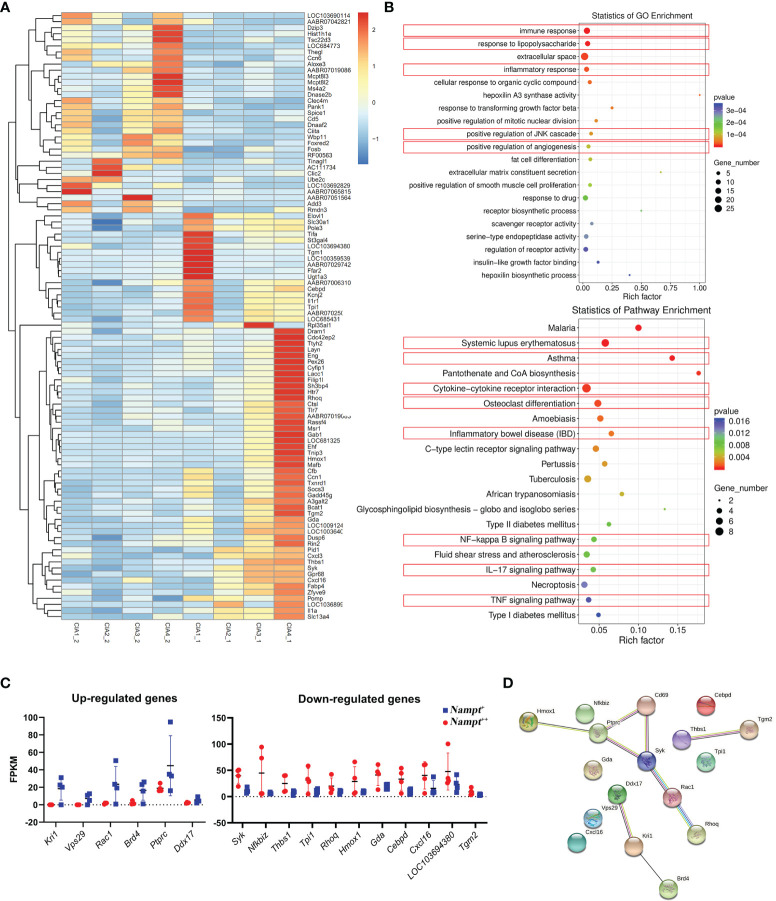
Screening of genes differentiating transcriptional profiles of CIA rats at different *Nampt* expression statues. **(A)** differentially expressed genes between *Nampt* ^++^ and *Nampt* ^+^ samples collected from identical rats revealed by RNA-sequencing; **(B)** results of pathway enrichment analyses using differentially expressed genes based on either GO or KEGG annotation, and those closely related to inflammation were highlighted in red; **(C)** manually selected genes with reliable changes; **(D)** interactions among selected differentially expressed genes/proteins.

Subsequently, we screened out differentially expressed genes between healthy controls and CIA rats at both *Nampt* ^++^ and *Nampt* ^+^ statuses, which were listed in **Supplementary S3**. It was obvious that that high expression of *Nampt* was linked to acute inflammation, because TLRs and its downstream MAPKs and NF-κB were identified as the mostly affected targets in *Nampt* ^++^ CIA rats (**Figure 4A**). 

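Between Nampt++ samples and normal healthy controls, 77 of 11219 tested genes passed the thresholds, 37 higher and 40 lower in Nampt++ samples. The share of higher genes was 48.1%, and 36.9% with upper quartile scaling and 36.6% without the haemoglobin genes. Between Nampt+ samples and controls, 56 of 11269 genes passed, 24 higher and 32 lower. No gene had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in either comparison. At an unadjusted p under 0.05 there were 176 genes for Nampt++ samples (561 by chance) and 98 for Nampt+ samples (563 by chance). Groups did not overlap in 123 genes (1.10%) and 50 genes (0.44%), against 5.71% by chance. Both comparisons moved with single samples. Without control 2 the counts past the thresholds were 462, of which 329 higher and 133 lower, for Nampt++ samples and 136, of which 84 higher and 52 lower, for Nampt+ samples, and without control 3 they were 142 and 112. Leaving out the Nampt++ sample of rat 2 gave 184 genes, and leaving out the Nampt+ sample of rat 1 gave 98. Genes with an adjusted p under 0.05 numbered 2 and 1 without control 1, and 1 and 1 without control 2. With limma on log2(FPKM + 1), 145 and 79 genes passed.

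The genes with a mean FPKM of at least 10, past the thresholds and without overlap between groups numbered 11 for Nampt++ and 5 for Nampt+ samples. Highest among them in both was Ighg1 (ENSRNOG00000030332, chromosome 6 from 139140679 to 139142218), an immunoglobulin heavy chain gene. It had an FPKM of 19.7 ± 5.07 (SD, n = 4) in Nampt++ samples, 17.1 ± 8.87 (SD, n = 4) in Nampt+ samples and 5.19 ± 1.96 (SD, n = 3) in controls (exact permutation test, p = 0.0286 for both). Its log2 fold changes were 1.92 (standard error 0.31) and 1.87 (standard error 0.49), with adjusted p = 0.9999 and 1.00 from edgeR, and with each sample left out they stayed from 1.76 to 2.20 and from 1.58 to 2.14. In Nampt++ samples, RGD1561143 followed, at 15.8 ± 8.14 FPKM (SD, n = 4) against 4.32 ± 1.06 (SD, n = 3), then Cd300le, a receptor gene, at 59.8 ± 11.9 (SD, n = 4) against 25.1 ± 3.96 (SD, n = 3). RGD1561143 has 3 copies by description, and for the sum the difference in log2(FPKM + 1) was 1.36 (exact permutation test, p = 0.0857). The lowest 3 were AABR07065768, Rpl30 and Add3. AABR07065768 was at 7.06 ± 3.84 FPKM (SD, n = 4) against 26.9 ± 28.2 (SD, n = 3), and its log2 fold change of -1.94 was no longer past the thresholds without control 1 (-0.63) or without the Nampt++ sample of rat 1, 3 or 4 (-1.60, -2.0 and -2.01). Add3 was at 16.2 ± 0.84 (SD, n = 4) against 35.2 ± 24.1 (SD, n = 3), and its log2 fold change of -1.03 was -0.60 without control 3. Rpl30 was at 218 ± 39.7 in Nampt++ and 188 ± 45.2 in Nampt+ samples (SD, n = 4) against 484 ± 159 in controls (SD, n = 3). Summed with its copies by description, LOC100362027 and Rpl30l1, it differed by 0.04 and -0.23 on the log2(FPKM + 1) scale (exact permutation tests, p = 0.943 and 0.543). The other 2 lowest genes in Nampt+ samples, Rpl9 and RGD1565131, took from 2.29% to 11.9% and from 0.33% to 2.27% of the summed counts with their copies by description, so a sum cannot show whether they changed.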

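In the comparison of Nampt++ samples with normal healthy controls, 22 of 4283 KEGG-annotated genes passed the thresholds, and none of the 9 pathways highlighted in Fig. 4A was enriched at an unadjusted p under 0.05 by a one-sided Fisher's exact test. Toll-like receptor signaling and MAPK signaling each held 1 gene past the thresholds among 75 and 176 (exact p = 0.323 and 0.604), which was the same gene, LOC108348082. It had 8414 counts in control 2, 26 in the Nampt++ sample of rat 2 and 0 in the other samples of both groups. NF-kappa B signaling held 0 of 76. With limma on log2(FPKM + 1), the test planned before the data were examined, 6 of the 9 pathways were enriched. Among the genes it called, Toll-like receptor signaling and NF-kappa B signaling each held 3 (Fisher's exact test, p = 0.0321 and 0.0332), and MAPK signaling held 4 (p = 0.0799). Without control 2, Toll-like receptor signaling (exact p = 0.00866) and NF-kappa B signaling (exact p = 0.00103) were enriched, and the number of enriched pathways was 4. Without control 1, Toll-like receptor signaling was (exact p = 0.0341), and the number was 2. The number was also 2 without the Nampt++ sample of rat 3, and 1 without control 3 or the Nampt++ sample of rat 2 or 4. Over all tested genes of a pathway, camera placed Toll-like receptor (p = 0.000334), MAPK (p = 0.00309) and NF-kappa B signaling (p = 0.0113) higher in Nampt++ samples, and fry, which does not preset the correlation between genes, gave 0.341, 0.366 and 0.451.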

Interestingly, by the decrease of *Nampt* expression, the pathological situation became even more complicated. 

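Between Nampt+ samples and normal healthy controls, 43 of 10577 GO-annotated genes and 15 of 4286 KEGG-annotated genes passed the thresholds. Of the 12 terms highlighted in Fig. 4B, 2 were enriched at an unadjusted p under 0.05, lipoprotein biosynthetic process with 1 of its 3 genes (one-sided Fisher's exact test, p = 0.0121) and high-density lipoprotein particle assembly with 1 of 5 (p = 0.0202). Adjusted over the list alone by the Benjamini-Hochberg method, 0 were. That gene was Apoe in both, and Apoe was also the only gene past the thresholds in lipoprotein metabolic process (1 of 14, exact p = 0.0555) and cholesterol metabolism (1 of 27, p = 0.0906). Apoe, on chromosome 1 from 80612895 to 80617057, had an FPKM of 7.01 ± 3.00 (SD, n = 4) in Nampt+ samples and 23.1 ± 24.9 (SD, n = 3) in controls, a log2 fold change of -1.74 (standard error 0.64, adjusted p = 1.00 from edgeR). The controls were at 51.8, 7.07 and 10.5 FPKM, and without control 1 neither term was enriched, and without control 2 the assembly term was not (exact p = 0.0565). Nor were they without the Nampt+ sample of rat 2 or rat 4, whereas the number of enriched terms was 7 without control 3 and 4 without the Nampt+ sample of rat 3. ATPase activity, coupled (1 of 21, exact p = 0.0821) and ATP metabolic process (1 of 43, p = 0.161) held the same gene, AABR07048992, and ABC transporters held 0 of 19. Both ATP terms were enriched without control 2 (exact p = 0.0241 and 0.0125), without control 3 (exact p = 0.0167 and 0.00783) or without the Nampt+ sample of rat 3 (exact p = 0.00548 and 0.0219), and lipoprotein metabolic process without the Nampt+ sample of rat 1 (exact p = 0.00523). Apoe and AABR07048992 were named after their values were seen.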

Energy metabolism (mainly lipid metabolism) profile was significantly changed. 

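In the same comparison of Nampt+ samples with controls, IL-17 signaling held 1 gene past the thresholds, Ccl17, among 65 (one-sided Fisher's exact test, p = 0.205). PI3K-Akt signaling (1 of 166, exact p = 0.448) and osteoclast differentiation (1 of 107, p = 0.316) held Syk, which was lower in Nampt+ samples, at 12.6 against 34.0 FPKM. TGF-beta signaling held 0 of 47 and Th17 cell differentiation 0 of 90. IL-17 signaling was enriched with the genes called by limma on log2(FPKM + 1) or by DESeq2 (exact p = 0.0467 for each), with upper quartile scaling (p = 0.0266), without the haemoglobin genes (p = 0.0210), and without control 1 or control 3 (p = 0.0396 and 0.0127). Without control 3, Th17 cell differentiation (exact p = 0.0314) and osteoclast differentiation (p = 0.0474) were enriched, and without control 1, PI3K-Akt signaling was (p = 0.0450). TGF-beta signaling was enriched in none of 23 settings. Ccl17 was named after its value was seen.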

Many RA-related targets emerged, such as TGF-β, IL-17/IL-17 cell differentiation, PI3K-AKT and osteoclast differentiation pathways (**Figure 4B**). These results confirm that *Nampt* overexpression is mainly involved in activation of innate immune system in early CIA, while its down-regulation doesn’t necessarily mean the improved immune environment.

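Among the genes of the PCR panels in Figs. 1 and 2, 8 were in the table, and none of their 24 differences between groups had an exact permutation p under 0.05 (the smallest was 0.257, and the smallest adjusted p by the Benjamini-Hochberg method was 0.971). Il1b had an FPKM of 3164 ± 2248 (SD, n = 4) in Nampt++ samples, 1943 ± 955 (SD, n = 4) in Nampt+ samples and 2125 ± 1587 (SD, n = 3) in normal healthy controls. Ccl2 was at 89.0 ± 52.7 (SD, n = 4), 42.1 ± 29.6 (SD, n = 4) and 62.1 ± 31.3 (SD, n = 3), and Il10 at 13.8 ± 13.4 (SD, n = 4), 6.04 ± 3.12 (SD, n = 4) and 6.87 ± 4.60 (SD, n = 3). Ifng went the other way, at 2.29 ± 2.65 (SD, n = 4), 1.94 ± 1.19 (SD, n = 4) and 6.67 ± 8.29 (SD, n = 3), and its log2(FPKM + 1) differed from controls by -0.94 in Nampt++ samples, the largest difference of the panel, and by -0.84 in Nampt+ samples (exact permutation tests, p = 0.429 for both). Pparg and Il17a, with means below 1 FPKM, differed from controls by -0.08 each in Nampt++ samples and by -0.13 and -0.21 in Nampt+ samples, and Arg1 was highest in Nampt++ samples, at 3.09 ± 2.76 (SD, n = 4), 1.74 ± 1.34 (SD, n = 4) and 1.61 ± 1.03 (SD, n = 3). From the Toll-like receptor, MAPK and NF-kappa B pathways that it lists for Nampt++ rats in Fig. 4A, and the lipid metabolism and RA-related pathways that it lists for Nampt+ rats in Fig. 4B, the paper concludes that Nampt overexpression mainly accompanies activation of innate immunity in early CIA and that its decline does not have to mean an improved immune environment.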

**Figure 4:**
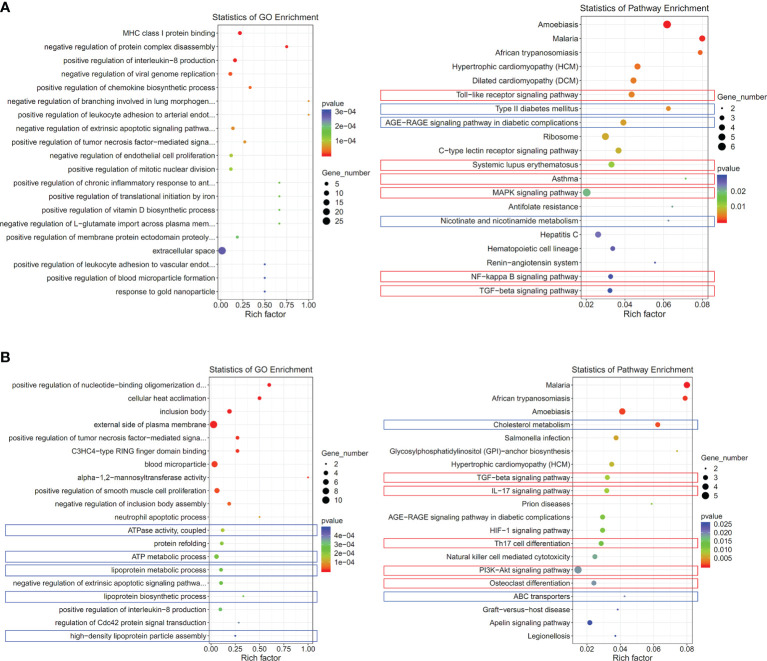
Significantly altered pathways in CIA rats at different *Nampt* expression statues. **(A)** results of pathway enrichment analyses using differentially expressed genes between CIA rats at *Nampt* ^++^ status and normal healthy controls; **(B)** results of pathway enrichment analyses using differentially expressed genes between CIA rats at *Nampt* ^+^ status and normal healthy controls. The altered pathways related to inflammation and energy metabolism were indicated in red and blue, respectively.

### *Tpi1* Perpetuates Inflammation in Active CIA

Although *Nampt* overexpression had been confirmed as a fact in early CIA, it was transient, which disappeared before the peak of inflammation. It is reasonable to assume that certain genes play even more important roles in perpetuating CIA-related inflammation. Metabolism reprogramming drives inflammation in CIA rats, which occurs even before arthritis onset (19). To sustain inflammatory aerobic glycolysis throughout the whole course of active CIA, persistent up-regulation of certain glycolytic regulators is very plausible and necessary. They may be similarly implicated in early CIA, and thereby included in the differential genes identified at *Nampt* ^++^ status. 

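Tpi1 (ENSRNOG00000015290, chromosome 4 from 157328379 to 157331905) encodes triosephosphate isomerase, an enzyme of glycolysis. Its FPKM was 31.4 ± 21.9 (SD, n = 4) in Nampt++ samples, 9.71 ± 5.18 (SD, n = 4) in Nampt+ samples and 21.9 ± 7.46 (SD, n = 3) in normal healthy controls. The difference in mean log2(FPKM + 1) between Nampt+ and Nampt++ samples was -1.36, with Tpi1 lower in 3 of 4 rats. This gave p = 0.171 by exact permutation test and 0.25 by sign flips within rats. Without the Nampt++ sample of rat 2 the difference was -2.04 (exact permutation test, p = 0.0286). Nampt++ samples differed from controls by 0.15 (exact permutation test, p = 0.914), and by -0.27 without the Nampt++ sample of rat 1, 0.83 without that of rat 2, and -0.01 without that of rat 3 or without control 3. Nampt+ samples differed from controls by -1.21 (exact permutation test, p = 0.0571), and by -1.46 to -0.83 with each sample left out. The table also lists LOC100911515, a triosephosphate isomerase-like gene on chromosome 9 from 20213588 to 20217176, and reads could be divided between the copies. Tpi1 took 15.4% to 40.8% of their summed counts in Nampt++ samples, 9.43% to 22.7% in Nampt+ samples and 39.5% to 45.0% in controls. Summed, the FPKM was 78.6 ± 46.7 (SD, n = 4), 47.7 ± 14.1 (SD, n = 4) and 50.0 ± 19.4 (SD, n = 3), and the differences were -0.55 between Nampt+ and Nampt++ samples (exact permutation test, p = 0.343) and 0.50 between Nampt++ samples and controls (exact permutation test, p = 0.457). Between Nampt+ samples and controls the summed values differed by -0.05 (exact permutation test, p = 0.857).

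Over 19 genes of glycolysis and glucose or lactate transport, the mean log2(FPKM + 1) was 5.40 ± 0.57 (SD, n = 4) in Nampt++ samples, 5.14 ± 0.28 (SD, n = 4) in Nampt+ samples and 5.13 ± 0.26 (SD, n = 3) in controls. Nampt+ samples differed from Nampt++ samples by -0.27 (exact permutation test, p = 0.457), and Nampt++ samples from controls by 0.27 (exact permutation test, p = 0.514). Leaving out the Nampt++ sample of rat 2 moved these to -0.53 (exact permutation test, p = 0.0571) and 0.53, and leaving out that of rat 1 moved them to -0.07 and 0.08.

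**Figure D2:**
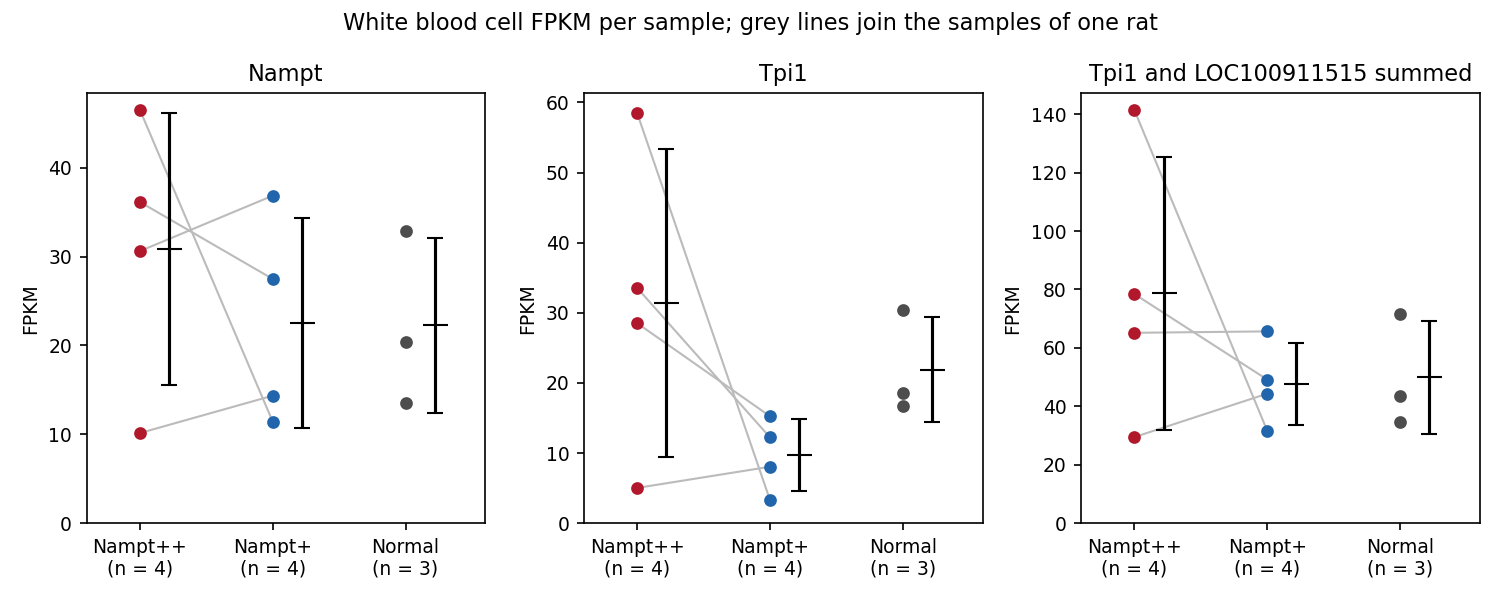
FPKM on the y axis of Nampt, Tpi1, and Tpi1 with its copy LOC100911515 summed, in normal healthy controls, Nampt++ and Nampt+ samples on the x axis. Each point is 1 sample, bars are the mean with the SD, and grey lines join the Nampt++ and the Nampt+ sample of 1 rat. In all 3 panels the ranges of the Nampt++ and Nampt+ samples overlap.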

On day 20, *Nampt* overexpression in CIA rats had already disappeared, but we can still categorize the samples into two groups according to relative gene expression. Expression differences of many previously identified genes between healthy controls and CIA rats became not so obvious, including *Ptprc*, *Thbs1*, *LOC103694380*, *Kril*, and *Vsp29* (**Figure 5**). It suggests that these genes contribute less to the persistent inflammation in CIA rats, and they are also not sensitive to *Nampt* expression changes. Expression of *Nfkbiz*, *Syk1*, *Rhoq*, *Hmox1* and *Cxcl16* varied in a similar pattern between *Nampt* ^++^ and *Nampt* ^+^ samples to the phenomenon observed above. The constantly synchronized changes demonstrate that they are typical *Nampt-*related genes. As *Nampt* overexpression mainly occurs in early CIA, roles of these genes in the persistent inflammation would be similarly less important. The remaining genes including *Tpi1*, *Gda*, *Cebpd*, *Rac1*, *Tgm2*, *Brd4* and *Ddx17* were then categorized as *Nampt*-independent inflammation regulators in CIA. They closely link to chronic inflammation. Meanwhile, *Nampt* is not the decider of their status, because their expression did not always correlate to *Nampt* changes. We selectively focused on *Tpi1* afterward, as it is the only glycolytic regulator among them. It was significantly up-regulated in *Nampt* ^++^ CIA rats. But even in *Nampt* ^+^ CIA rats, its expression was still higher than healthy controls.

**Figure 5:**
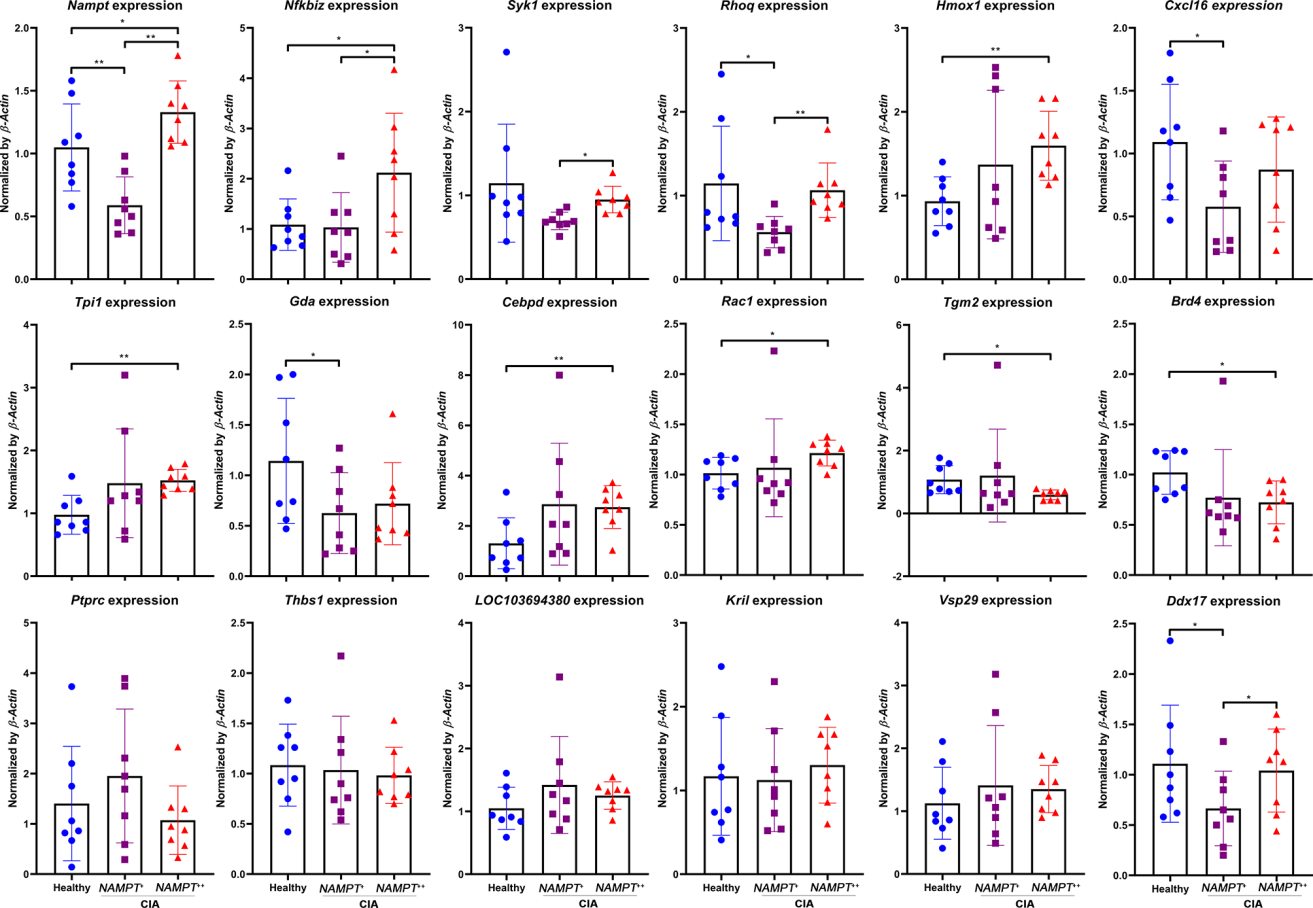
Expression of previously identified differentiation genes in WBCs isolated from either healthy or CIA rats on day 20. CIA rats were assigned into 2 subgroups according to relative *Nampt* expression. The statistical significance p values < 0.05* or 0.01** were calculated between groups matched by lines.

### *TPI1* Is an Inflammatory Indicator of RA Independent of *NAMPT*

Above evidences show that *Tpi1* is a *Nampt*-independent inflammatory metabolic regulator in CIA rats. To confirm this in RA, we performed following analyses using clinical samples. As expected, *NAMPT* expression in WBCs from RA patients was generally higher than general population, and so was *TPI1*. Compared with *NAMPT*, RA-related increase of *TPI1* was even more obvious (**Figure 6A**). Monocytes-based immunobloting analysis obtained similar results (**Figure 6B**). Despite individual variations, levels of both NAMPT and TPI1 in RA patients were higher than healthy volunteers (**Figure 6C**).

**Figure 6:**
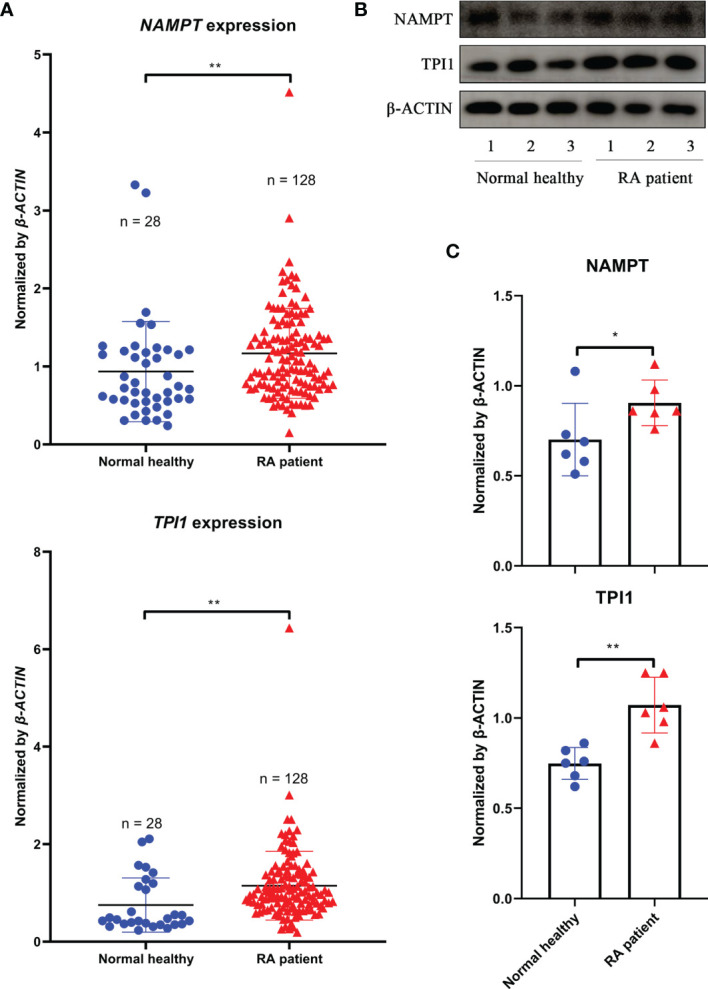
Differences of NAMPT and TPI1 levels between RA patients and general population. **(A)**, *NAMPT* and *TPI1* expression in WBCs samples; **(B)**, representative image of immunobloting assays evaluating NAMPT and TPI1 levels in WBCs isolated from RA patients and healthy volunteers; **(C)**, quantification results of immunobloting assay. The statistical significance p values < 0.05* or 0.01** were calculated between groups matched by lines.

Afterward, we classified 20 RA samples according to *NAMPT* and *TPI1* expression, and compared their cytokine profiles. In total, there were 4 RA groups (*NAMPT* ^+^ *TPI1* ^+^, *NAMPT* ^++^ *TPI1* ^+^, *NAMPT* ^+^ *TPI1* ^++^ and *NAMPT* ^++^ *TPI1* ^++^). Incidence of typical NAMPT^++^Tpi1^++^ cases was low, and some NAMPT^++^ samples with relative high expression of *TPI1* were allocated into this category. As a result, *TPI1* expression in *NAMPT* ^++^ *TPI1* ^++^ subset was lower than *NAMPT* ^+^ *TPI1* ^++^ counterpart (**Figure 7A**). The 48 cytokines tested and their levels in samples were listed in **Supplementary S4**. The cytokines with significant concentration differences among groups were illustrated in **Figure 7B**. Compared with *NAMPT* ^+^ *TPI1* ^+^ controls, significant changes about levels of CTACK, Eotaxin, IL-1β, IL-13, IP-10, MCP-1, MIP-1β and RANTES were observed in *NAMPT* ^++^ *TPI1* ^++^ samples. It suggests that collective overexpression of *NAMPT* and *TPI1* could indicate the intensified inflammation. It is worthy of notice that all the increased cytokines/chemokines identified in *NAMPT* ^++^ *TPI1* ^++^ samples are involved in polarization/chemotaxis of M1 monocytes. On the opposite, RANTES a potent chemokine for inflammatory T cells enrichment was decreased (22). Although similar changes were observed in *NAMPT* ^++^ *TPI1* ^+^ and *NAMPT* ^+^ *TPI1* ^++^ subsets, their cytokine profiles were not exactly the same. Comparatively, *NAMPT* ^+^ *TPI1* ^++^ samples showed higher levels of Eotaxin, IL-13 and MCP-1 (**Figure 7B**). In short, *NAMPT* ^+^ *TPI1* ^+^ RA samples showed the lowest levels of M1 phenotype cytokines.

**Figure 7:**
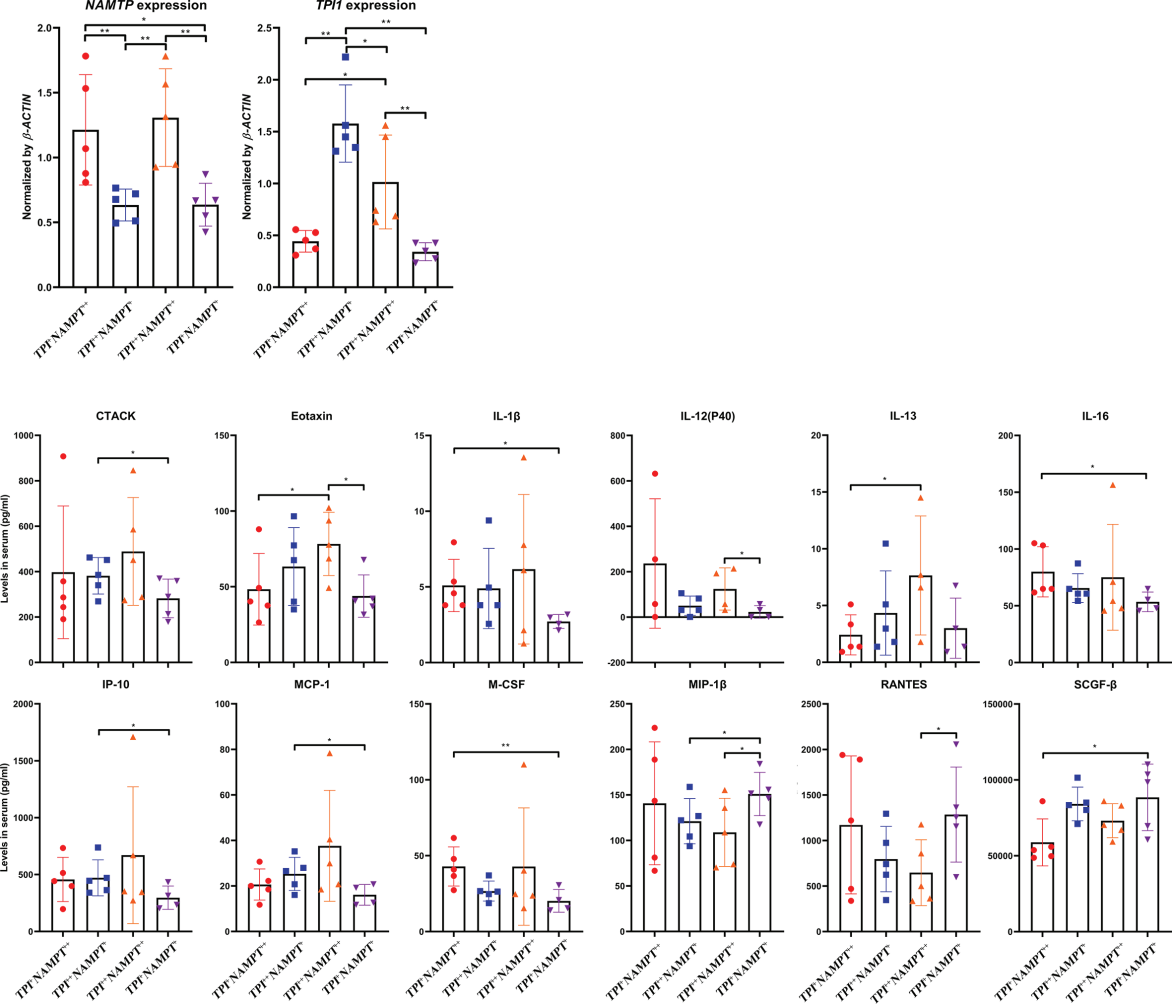
Impacts of *NAMPT* and *TPI1* expression on cytokine profile in RA patients. **(A)** grouping strategy and mRNA expression levels of *NAMPT* and *TPI1* in different RA subgroups; **(B)** levels of cytokines with significant concentration differences among subgroups. The statistical significance p values < 0.05* or 0.01** were calculated between groups matched by lines.

### *TPI1* and *NAMPT* Have Common Effects on RA Manifestation

Above clues suggest that although *TPI1* and *NAMPT* dominant different stages of RA, they similarly promote innate immunity-mediated pathological changes. More clinical samples were used to validate this conclusion. Average age of the RA patients was 55.3 ± 12.9, and 16 of the 81 patients were male. Serological levels of RFn and hs-CRP were 267.2 ± 274.7 and 13.6 ± 26.0 pg/ml, respectively. Detailed information about these patients is included in **Supplementary S5**. The samples were equally divided into 3 groups, namely *NAMPT* ^++^, *TPI1* ^++^ and *NAMPT* ^+^ *TPI1* ^+^ subsets. Because *NAMPT* ^++^ *TPI1* ^++^ cases were not common, they were combined into *NAMPT* ^++^ subset, which made this group showed higher levels of *TPI1* than *NAMPT* ^+^ *TPI1* ^+^ controls (**Figure 8A**). The patients overexpressing *NAMPT* were with relative high levels of lymphocytes count. Of note, both *NAMPT* ^++^ and *TPI1* ^++^ subsets were diagnosed with higher levels of RFn (**Figure 8B**). In the following ELISA assay, we firstly determined CTACK, Eotaxin, and RANTES, 3 differential cytokines identified above. Although the difference about CTACK among groups was not statistically significant, higher levels of this cytokine was observed in *NAMPT* ^++^ and *TPI1* ^++^ samples. Overexpression of either *TPI1* or *NAMPT* was revealed to be related to the increased Eotaxin and decreased RANTES (**Figure 8C**). Meanwhile, we detected IL-2R, LIF and IL-17α. The results confirmed that levels of these cytokines showed no correlation to *TPI1*/*NAMPT* expression, which further validate the reliability of conclusion deduced from cytokines chip test.

**Figure 8:**
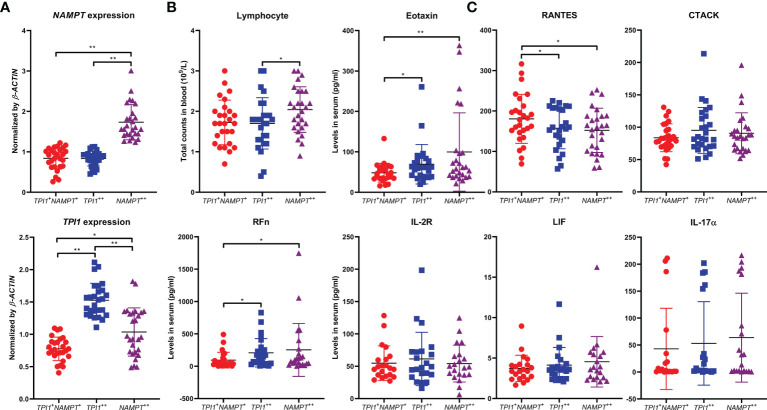
Similar impacts of *NAMPT* and *TPI1* overexpression on RA manifestation. **(A)** overview of *NAMPT* and *TPI1* expression in WBCs from different RA subgroups; **(B)** differences of lymphocyte count and RFn concentration among subgroups; **(C)** levels of some representative cytokines-(un)related to *NAMPT*/*TPI1* expression in blood. The statistical significance p values < 0.05* or 0.01** were calculated between groups matched by lines.

### *TPI1* Promote M1 Polarization Probably by Interacting With HIF-1α

The effects of *NAMPT* on M1 polarization have been investigated in a precious report (17). Therefore, we preliminarily investigated the role of *TPI1* in inflammation. As a glycolytic enzyme, it would be controlled by HIF-1α, the most potent inducer of aerobic glycolysis in inflammatory monocytes (23). By silencing *HIF-1α* in RA monocytes, we found that TPI1 expression was obviously down-regulated (**Figure 9A**). It implies that *TPI1* overexpression is part of inflammatory metabolism reprogramming initiated by HIF-1α. To confirm this, we performed the immunofluorescence assay. By HIF-1α accumulation, RA monocytes expressed more TPI1 than normal controls. Then, we used RSV to down-regulated HIF-1α (24). Under this situation, TPI1 became hard to be observed (**Figure 9B**). More importantly, we found that TPI1 was mainly distributed in nucleus of inflammatory cells, and it obviously co-localized with HIF-1α. When HIF-1α production was impaired, it returned to cytoplasm. This observation demonstrates possible interaction between HIF-1α and TPI1, which was evidenced by Co-IP assay (**Figure 9C**). These facts indicate that TPI1 may promote inflammation independent of its catalytic activity. As a TPI1 inhibitor, PEP decreased TPI1 in RA monocytes (**Figure 9D**). Although it inhibited HIF-1α secretion, the decrease was not very huge (**Figure 9E**). Interestingly, as a metabolic inhibitor, it did not suppress but further promote ATP production in cells. Naive mouse peritoneal macrophages were significantly activated by LPS. PEP reduced the frequency of Cd11b^+^Cd86^+^ M1 macrophages and enlarged the population of Cd11b^+^Cd206^+^ M2 macrophages (**Figure 9F**). Briefly, inhibition of TPI1 inhibited HIF-1α signaling and M1 polarization.

**Figure 9:**
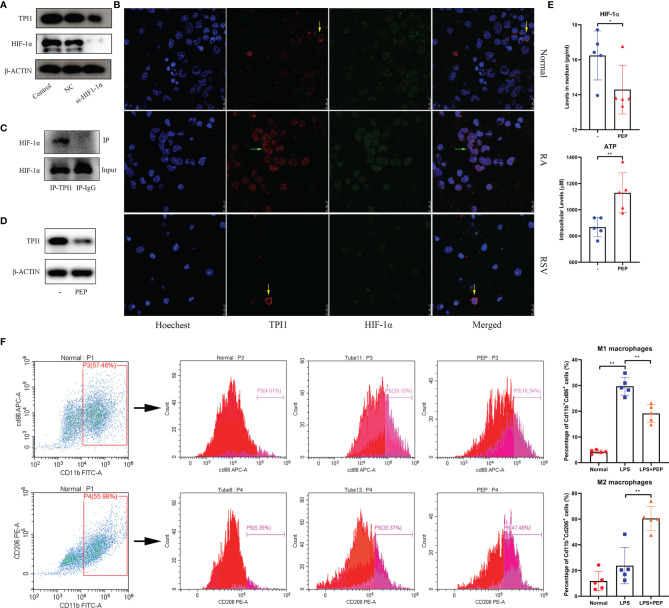
Reciprocal interactions between TPI1 and HIF-1α. **(A)** *HIF-1α* silencing impaired TPI1 expression in RA monocytes; **(B)** expression and co-localization of TPI1 and HIF-1α in normal and RA monocytes observed by immunofluorescence approach, some RA monocytes were treated by anti-hypoxia reagent RSV; **(C)** interaction between TPI1 and HIF-1α in RA monocytes revealed by Co-IP experiment; **(D)** TPI1 inhibitor PEP decreased TPI1 in RA monocytes cultured *in vitro*; **(E)** effects of PEP on intracellular ATP production and HIF-1α excretion in RA monocytes; **(F)** PEP inhibited M1 polarization of mouse peritoneal macrophages, revealed by flow cytometry analysis. The statistical significance p values < 0.05* or 0.01** were calculated between groups matched by lines.

## Discussion

High prevalence of metabolic complication in RA patients suggests that restoring metabolic homeostasis could be similarly important as immunomodulation. The widely observed dyslipidemia encourages rheumatologist to closely monitor lipid changes in these patients and introduce medication to reduce CVD-related mortality. Interestingly, relevant treatments usually improve arthritic manifestation at the same time (25). To better understand the clinical implication of RA-related dyslipidemia, clarifying the mystery of lipid paradox is unavoidable. However, this task is very challenging. There are too many factors that should be taken into consideration, such as adipocytes and immune cells, metabolism status, secretion profile and cell functional phenotype (10). All these elements are tightly controlled by each other. Investigations on any isolated factors cannot totally address this issue. But on the other hand, regardless of the complexity, fat is simply an alternative energy resource. Altered energy requirement should serve as the foundation for any fat-related metabolic changes. From this point of view, characterizing the dynamic glycometabolism changes should be the priority to address above paradox, because glucose is the direct and most important energy resource for mammals.

Inflammation is a high energy-consuming event. Accordingly, the resting metabolic rate of RA patients is higher than healthy population, and glucose metabolism in patients suffering from inflammation is notably accelerated (26). As a result, blood glucose could be significantly reduced at inflammatory stages, just like what we observed (**Figure 1C**). This situation would then stimulate fat utilization to compensate for the increased energy expenditure and replenish blood glucose, resulting in reduced circulating lipids and intensified oxidative stress in RA patients. This theory would be helpful to explaining the decrease of triglyceride in CIA rats (**Figure 1C**). The accelerated fat oxidation has been validated by metabolomics evidence from both RA patients and rheumatic rats (27, 28). The current study further demonstrates that glycometabolism dysregulation could be a cause of the altered fat metabolism. The coordination of *SIRT1* and *PPAR-γ* determines fat turnover (29). In CIA rats, the changes of the two genes lagged behind that of *Nampt*, a glycolytic regulator (**Figures 1E**, **2C**). Meanwhile, we observed that type 2 diabetes pathway was significantly altered in CIA rats during early CIA when *Nampt* was overexpressed. Comparatively, obvious changes in fat metabolism-related pathway occurred later (**Figure 4**). Under inflammatory circumstances, glucose is mainly catabolized in the manner of glycolysis rather than aerobic oxidation because of the speed merits (30). Therefore, the status of glycolytic regulators greatly affects the severity of inflammatory diseases like RA. By controlling functions of GAPDH, NAMPT can substantially promote glycolysis, and consequently has been identified as a therapeutic target of RA (16).

In this study, we further found that TPI1 is likewise a RA-related metabolic regulator. This enzyme catalyzes the interconversion of dihydroxyacetone phosphate (DHAP) and D-glyceraldehyde-3-phosphate (G3P), and balances glycolysis and gluconeogenesis. Its deficiency greatly impairs the lifespan and function of red cells, which rely exclusively on anaerobic glycolysis for ATP supply. This situation will also increase susceptibility to infections, basically demonstrating its role in defensive immune responses (31). However, studies about its relevance with inflammation are rare. Some researchers observed that *TPI1* was overexpressed in macrophages from flamed joints, but its pathological role in RA is unclear (32). The most convincing explanation for its pro-inflammatory properties is that *TPI1* facilitates M1 polarization by promoting glycolysis. In this sense, TPI1 would coordinate with other glycolytic enzyme to finalize inflammatory metabolism reprogramming. Thereby, it is not surprising to found that its expression is controlled by HIF-1α (**Figure 9A**). However, clinical implication of its overexpression could be far away from this. Most glycolytic enzymes fuel the inflammation by providing extra ATP. Although PEP is recognized as an inhibitor of TPI1, its stimulus will not reduce ATP production, because it is a high-energy phosphate metabolite from glycolysis. Under this context, even catalytic activity of TPI1 is inhibited by PEP, overall energy metabolism is barely affected (**Figure 9E**). Our observation hints that TPI1 itself can probably control inflammatory molecular events. In inflammatory monocytes, it is translocated into nucleus. What happen in the next step is still unknown. At least, we confirm that it can bind to HIF-1α directly. Its interaction with this transcription factor gives TPI1 a chance to regulate expression of many inflammatory genes. PEP cannot slow down metabolism, but it decreased TPI1 expression (**Figure 9D**). As a consequence, the interaction between TPI1 and HIF-1α became weak, which could be the key reason for the impaired M1 polarization. To further characterize the role of TPI1 in RA, there are 2 priority issues should be addressed: 1, how does it transfer into nucleus upon inflammatory stimuli; 2, does it simply interact with HIF-1α or act as a transcription factor independently. Besides, consequences from its interaction with HIF-1α are to be thoroughly investigated. Hence, more in-depth works are needed.

Because NAMPT is believed to play a key role in RA-related inflammation, it is tricky to observe that its overexpression in CIA rats was very brief (16). Meanwhile, it occurred before the occurrence of inflammatory manifestation (**Figure 2C**). It is known that NAMPT promotes CIA progress by driving inflammatory polarization of monocytes (15, 16). But its role could be exaggerated. During most time of CIA, its overexpression was absent. Its expression was even decreased at later stages of active CIA (**Figures 1E**, **2C**). These confusing facts could be caused by the uniqueness of NAMPT. This enzyme is extensively involved in physiological functions, and controls several foundational biochemical reactions by providing NAD^+^ (14). Deficiency of NAMPT is lethal (33). Its overexpression could be similarly unsustainable, which will cause the breakdown of immune and metabolism homeostasis. Therefore, negative regulation of NAMPT would be initiated as soon as the development of inflammation. There are 2 importance clues supporting this claim. Firstly, its downstream SIRT1 exhibits typical anti-inflammatory properties. It can inhibit many inflammatory pathways through deacetylation modification (34). As a result, synthesis of inflammatory mediators is reduced, which will relieve NAMPT activation. Secondly, by inflammation progresses, intracellular ATP will be accumulated due to accelerated glycolysis. The increased ATP/ADP ratio will consequently inhibit AMPK, and ultimately abrogate NAMPT activation (35). Therefore, inflammation-related glycolysis cannot be mainly controlled by NAMPT, and *NAMPT* overexpression is only briefly observed during early stages of CIA. In this sense, NAMPT could be a passive player in inflammation. But evidences from this study also cannot solidly support above speculations. At least, it reminds us that when investigating the role of NAMPT in RA, we should not selectively focus on inflammatory stimuli. Meanwhile, many other glycolytic regulators have been confirmed to be involved in RA, like pyruvate kinase and hexokinase (36). This study further identified TPI1 as a key role involved in this process. Although they may drive inflammation by promoting glycolysis in the similar manner to NAMPT, their overexpression could be more persistent thanks to the lack of negative feedback discussed above. Consequently, simultaneous up-regulation of *Nampt* and *Tpi1* can be only observed in early CIA. It reflects the initiation of aerobic glycolysis and inflammatory responses in immune cells. Due to its sustainable overexpression, TPI1 may play an even more important role than NAMPT especially during persistent inflammation stages in RA.

Despite of some differences, evidences from this study show that both NAMPT and TPI1 affect RA manifestation by reshaping monocytes polarization. From this perspective, *NAMPT* ^++^ and *TPI1* ^++^ cases should be allocated into single one category, although they are at different disease stages of RA. Under these situations, monocytes were predominantly differentiated into M1 phenotype, resulting in accumulated inflammatory cytokines (**Figures 7**, **8**). Meanwhile, lymphocytes-released cytokines like IL-17 were largely unaffected regardless of NAMPT/TPI1 changes. Although RFn is a typical product of lymphocytes, its production can be affected by monocytes too (37). Thereby, increase of RFn in *NAMPT* ^++^ and *TPI1* ^++^ cases is reasonable. NAMPT and TPI1 seemingly mainly affect monocytes, but glycolysis is also important in deciding T cells phenotypes (38). It is irrational to exclude lymphocytes from glycolytic regulators-dominated active RA. In fact, levels of most lymphocytes-released cytokines was similar in *NAMPT* ^++^ *TPI1* ^++^ patients to *NAMPT* ^+^ *TPI1* ^+^ controls (**Supplementary S4**). Therefore, overexpression of NAMPT/TPI1 can only define a RA subtype with certain metabolic phenotype. During this period, the role of inflammatory monocyte could be predominant, but we cannot rule out influences from other immune cells. Comparatively, *NAMPT* ^+^ *Tpi1* ^+^ patients may suffer more from joints degradation due to the increased involvement of lymphocytes.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author. The RNA-sequencing data presented in the study are deposited in the GEO repository, accession number GSE192633.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Ethics Research Committee of the First Affiliated Hospital of Wannan Medical College. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Ethics Committee of Wannan Medical College.

## Author Contributions

JZ conceived this study, and wrote the manuscript. ML performed all clinical samples-related analyses. M-QT conducted the majority of animal experiments. Y-JW conducted molecular mechanism analyses. LX and X-WW collected the clinical data and samples. YL and ZY assisted all the experiments. OJO participated in the design of this study, and polished the language. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by National Natural Science Foundation of China (81973828), Major Project of Natural Science Foundation of the Department of Education of Anhui province (KJ2020A0868, KJ2019ZD32), Funding of “Peak” Training Program for Scientific Research of Yijishan Hospital, Wannan Medical College (GF2019J01).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Metabolic Enzyme Triosephosphate Isomerase 1 and Nicotinamide Phosphoribosyltransferase, Two Independent Inflammatory Indicators in Rheumatoid Arthritis: Evidences From Collagen-Induced Arthritis and Clinical Samples
**Source:** Front Immunol. 2022 Jan 17;12:795626. doi: 10.3389/fimmu.2021.795626
**Supplement:** Supplementary file 2

**Table 2** Results of cytokine chip analysis

# Supplementary material for: Metabolic Enzyme Triosephosphate Isomerase 1 and Nicotinamide Phosphoribosyltransferase, Two Independent Inflammatory Indicators in Rheumatoid Arthritis: Evidences From Collagen-Induced Arthritis and Clinical Samples
**Source:** Front Immunol. 2022 Jan 17;12:795626. doi: 10.3389/fimmu.2021.795626
**Supplement:** Supplementary file 4

**Sequence of primers**

How the deposited data were processed for this re-analysis (not part of the article)

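The RNA of WBCs from 4 CIA rats, each sampled at Nampt++ status on about day 8 and at Nampt+ status on about day 14, and from 3 normal healthy controls was compared. According to the paper, red blood cells were lysed, RNA was extracted with TRIzol, poly(A) RNA was made into libraries and these were sequenced in paired-end reads. The extraction protocol deposited with the samples speaks of retinas, in conflict with the paper and with the deposited sample sources, and the samples were taken to be WBCs as these say. The methods name Cutadapt 1.9 for mapping the reads to the rat genome, StringTie 1.3.4d for assembly and Gffcompare 0.9.8 for building the transcriptome. The counts used here are whole numbers of reads per gene that the authors made from these libraries and deposited without normalization. The FPKM values are those the authors deposited, in which the reads of a gene are scaled by its length and by the sample's total. The paper's text does not name the genome build, the aligner, the program behind the FPKM values or how reads were counted, so gene positions and names are given as deposited, and how reads shared by near-identical genes were counted is not known. Copies of a gene are other expressed genes whose description matches once words such as similar to, like or pseudogene are removed. Their sequences were not compared, so how alike they are is not known. The deposited table also carries GO and KEGG annotation, with 22745 genes annotated in GO and 8261 in KEGG, and 5647 gene symbols stand on more than one gene. An FPKM of 0.0001 stands for 0 in it and was read as 0. Names of neighbouring genes were taken from a table of the GRCr8 assembly, and no position was taken from it.

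Groups were compared a pair at a time, with Nampt+ against Nampt++ samples, Nampt++ samples against controls, and Nampt+ samples against controls. The design written before the data were examined was limma on log2(FPKM + 1), for a table of FPKM alone. As the table also held counts, the test for gene-wide results was edgeR's quasi-likelihood test on the counts with TMM normalization, a change made before any model was fitted, and the limma fit is given beside it. Genes with a mean FPKM of at least 1 over the samples compared were tested. A gene was called at a ratio of group mean FPKMs over 2 or under 0.5 and an unadjusted p under 0.05, as in the paper, and adjusted p values are by the Benjamini-Hochberg method. Terms highlighted in Figs. 3B, 4A and 4B were tested with a one-sided Fisher's exact test of called genes against all tested genes annotated in the same system. Nampt, Tpi1, the genes of the PCR panels and lists of genes were compared by two-sided exact permutation of log2(FPKM + 1), with the per-sample mean over the list for a list. The smallest p this can give is 0.0286, and 0.125 for the sign-flip permutation of the 4 differences within rats. Genes named in the text are those the paper names in its text, Fig. 3C or PCR panels, and for each comparison the 3 with the highest and the 3 with the lowest ratio among genes with a mean FPKM of at least 10, past the thresholds and without overlap between the groups. Other genes are said to be chosen after their values were seen.

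The Nampt++ and Nampt+ samples with the same number come from one rat, so the rat was used as a replicate block in an alternative to the comparison between them. The correlations of their deviations from the group means over genes were -0.27, -0.24, 0.24 and 0.08 for rats 1 to 4. Controls and CIA rats share only numbers. Total counts per sample lay between 65340027 and 85819418, so counting error is small beside the differences between rats, and the number of rats limits the precision. In each group the spread between samples exceeded counting error, with a chi-square per degree of freedom of at least 287, and the correlations between samples of a group ranged from 0.961 to 0.988.

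Alternatives set before the data were examined were a pseudocount of 0.1, no filter on FPKM or a mean of at least 10, upper quartile scaling, haemoglobin genes left out, limma with trend and robust, all groups in one fit, the replicate block, the fold from the fitted difference, only higher or only lower genes for the terms, camera and fry, adjustment over the highlighted terms, and leaving out each sample in turn. DESeq2, a robust quasi-likelihood fit, the limma fit as an alternative with and without the rat as a replicate block, log2 CPM of the counts, Tpi1 summed with its copy and the glycolysis list without Tpi1 were added after seeing the data. The lists of marker genes were of erythroid cells, neutrophils, monocytes, T cells, B cells, NK cells, platelets, basophils and mast cells, immediate early genes and ribosomal proteins, beside a list of glycolysis. Sirt1, Nos2, Gapdh and some marker genes were not found under these symbols and were not analysed here, and the values of 1 gene of Fig. 3C are not reported here. The PCR, protein, metabolite and histological measurements of the study were not used here.

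The tests were tried on simulated counts drawn from the means and depths of these samples with changes of known size. Each gene was drawn on its own, without the variation that genes of a sample share. Between Nampt+ and Nampt++ samples 2.28% of genes had an unadjusted p under 0.05 and 72 passed the thresholds, fewer than among the unchanged simulated genes below. The rates of detection therefore need not hold for these data. For 4 samples against 4, on 11031 genes of which 194 were changed, edgeR called 48.5%, 98.4% and 100% of genes changed 2, 4 and 8 times at the paper's thresholds, and 9.09%, 73.4% and 92.2% at an adjusted p under 0.05. Of 10837 unchanged genes, 4.58% had an unadjusted p under 0.05, 175 passed the paper's thresholds and 2 had an adjusted p under 0.05, against 47 with DESeq2. For 4 samples against 3, on 10982 genes of which 193 were changed, edgeR called 32.3%, 92.3% and 100% at the paper's thresholds and 3.08%, 53.8% and 93.7% at an adjusted p under 0.05, and of 10789 unchanged genes 227 passed the thresholds and 4 had an adjusted p under 0.05, against 53 with DESeq2. A term of 40 changed genes was recovered (Fisher's exact test, p = 2.34e-20 and 1.47e-19), and 11 of 12 and 2 of 8 other terms of the same comparisons, which can share those genes, were enriched too. The programs were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.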

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

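The tests of red cell RNA below were written before their values were seen but after the single samples had been picked out, and those of divided reads and B cells and the haemoglobin shares beside Cd300le and the distances in rat 2 only after the result was seen. In 82 groups of 4 samples, 1 sample lay far from the other 3 in 7, where chance gives 4.1, so single ones among them are what chance alone gives. A sample was picked where its gap to the nearest other, divided by the range of the group, was above Dixon's limit for 4 samples.

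The Nampt+ sample of rat 3 had a Cxcl16 FPKM of 37.7, against 7.36 to 10.1 in the other Nampt+ samples, a gap of 0.908 of the range. With the haemoglobin genes left out and samples rescaled, the gap was 0.894, which argues against an unequal share of red cell RNA. A difference between rats at this stage stays open and was not tested.

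The Nampt++ sample of rat 1 had an FPKM of LOC103694380, a gene with Tnf as its copy by description, of 100.5 against 26.0 to 34.9 in the other Nampt++ samples, a gap of 0.880 of the range. Summed with Tnf the gap was 0.929, which argues against reads divided between them. Without the haemoglobin genes it was 0.795, under the limit, so an unequal share of red cell RNA may account for part of it. A stronger response in this rat stays open and was not tested. The Nampt++ sample of rat 3 had the highest Cd300le FPKM of its group, 77.6 against 52.6 to 54.6, a gap of 0.919 of the range. Without the haemoglobin genes this was 0.401, because the sample of rat 2, with 37.3% haemoglobin counts, rose from 54.4 to 63.0, while rat 3 stayed highest at 75.8. Its own share of 20.2% was above the 6.84% and 7.80% of rats 1 and 4, which would lower its value and not raise it, so this test does not show red cell RNA to be the reason that rat 3 is highest, and a difference between rats stays open.

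The Nampt+ sample of rat 2 was lowest in 3 of the marker lists, and it also had the highest share of haemoglobin counts, 42.8%. Its mean log2(FPKM + 1) was 4.69 over the monocyte list against 5.65 to 5.81 in the other Nampt+ samples, 4.91 over the T cell list against 6.62 to 6.74, and 4.67 over the B cell list against 5.45 to 5.61, with gaps of 0.858, 0.933 and 0.83 of the range. Without the haemoglobin genes these were 0.876, 0.917 and 0.621. The sample itself rose by 0.30, 0.33 and 0.34 then, and its distance to the nearest other fell from 0.97 to 0.67, from 1.71 to 1.36 and from 0.78 to 0.38. The share of red cell RNA may therefore account for part of the distance in all 3 lists, while those of monocytes and T cells stayed above the limit, which argues against it as the whole cause there. The remaining low T cell and monocyte values could reflect another mixture of leukocytes in this sample, which was not tested further.

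The Nampt++ sample of rat 2 was lowest over the immediate early genes, 5.41 against 6.56 to 6.64 in the other Nampt++ samples, a gap of 0.938 of the range. It was 0.708 without the haemoglobin genes, under the limit, so the share of red cell RNA may account for part of it, and differences in handling or in the rat stay open.

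Genes that the paper's text does not discuss were also higher than in normal healthy controls. Ighg1 had a log2 ratio of mean FPKMs of 1.92 in Nampt++ samples and 1.72 in Nampt+ samples, and each of the 4 samples of either group lay above each of the 3 controls. The paper's own tables list Ighg1 for Nampt++ samples and do not for Nampt+ samples. A larger share of B cells predicts B cell markers higher by a similar amount. The B cell list differed by -0.29 for Nampt++ samples (exact permutation test, p = 0.629), within its own spread, but the difference of Ighg1 lies more than 2 SDs of the list above it, which argues against B cells as the whole cause. For Nampt+ samples the list differed by -0.157 and Ighg1 lies within 2 SDs of it, so a larger share of B cells cannot be told apart there. Both values turned positive without control 3, at 0.21 and 0.34, and the second was 0.06 without the Nampt+ sample of rat 2. More plasma cells, or more immunoglobulin RNA per cell after immunization, are untested possibilities.

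RGD1561143 had a log2 ratio of 1.87 in Nampt++ samples against controls, and the paper's tables list it. For the sum with RGD1559588, RGD1561730 and RGD1560281, its copies by description, the difference in log2(FPKM + 1) was 1.36 (exact permutation test, p = 0.0857). The copies without it were at 11.6 ± 8.98 FPKM in Nampt++ samples (SD, n = 4) and 5.71 ± 4.31 in controls (SD, n = 3), so by their means they did not lose what the gene gained, as divided reads would need. Both that difference (exact permutation test, p = 0.457) and the sum lie within the spread of the samples, so divided reads cannot be told apart from a change of the family. Cd300le had a log2 ratio of 1.25 in Nampt++ samples against controls, and the paper's tables do not list it. Its fitted log2 fold change, 1.20, stayed between 1.15 and 1.33 over 11 other settings, scaling without the haemoglobin genes among them. No other technical explanation was tested for it, and a difference between CIA rats and controls stays open.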

How the results depend on the processing

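DESeq2, the robust quasi-likelihood fit, log2 CPM and the alternatives for Tpi1 were chosen only after seeing the data. So was the limma fit as an alternative, with and without the rat as a replicate block. The other alternatives were chosen before. Limma on log2(FPKM + 1) was itself the design written before the data were examined, and its use as an alternative came later. Over results that answer a comparison, 146 of 192 values under other settings and 115 of 159 with a sample left out kept their direction and side of the threshold, or stayed within 1.5 times of the count. The cause of the changes below was not tested, except where a setting tests fewer or more genes or samples by construction.

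Between Nampt+ and Nampt++ samples, 72 genes passed the thresholds. Without a filter there were 295, with a mean FPKM of at least 10 there were 19, and with limma and the rat as a replicate block there were 123. DESeq2 gave 5 genes with an adjusted p under 0.05 in place of 0. Of the Fig. 3C genes, 10 passed with DESeq2 and 3 with all groups in one fit, in place of 6. Of the 13 highlighted terms, 5 were enriched, and 13 with limma, 11 with DESeq2, 0 with a mean FPKM of at least 10, 2 with all groups in one fit, 12 with the rat as a replicate block, 10 with limma and that block, 3 with the lower genes only, 9 with camera and 0 with fry. With the rat as a replicate block and edgeR, 56 genes passed, of which 39 were among the 72, and 0 had an adjusted p under 0.05, with the calls of Tifa, Tpi1, Rhoq, Hmox1 and Gda lost and those of Cxcl16 and LOC103694380 gained, and it changed no other call of a named gene.

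Between Nampt++ samples and controls, 77 genes passed. There were 145 with limma, 140 with limma and a pseudocount of 0.1, 121 with DESeq2, 306 without a filter and 25 with a mean FPKM of at least 10. DESeq2 gave 5 genes with an adjusted p under 0.05. Enriched pathways numbered 0, and 6 with limma, 3 with the pseudocount of 0.1, 5 with trend and robust, 4 with DESeq2, 2 without a filter, 1 with upper quartile scaling, 6 with all groups in one fit, 1 with only higher and 1 with only lower genes, and 5 with camera. Between Nampt+ samples and controls, 56 genes passed, and 261 without a filter and 14 with a mean FPKM of at least 10. In place of 0 genes with an adjusted p under 0.05, where 98 had an unadjusted p under 0.05, there were 1 with limma and the pseudocount of 0.1, 2 with trend and robust and 4 with DESeq2. In place of 2 terms, 0 were enriched with the pseudocount of 0.1, 4 with a mean FPKM of at least 10, 5 with upper quartile scaling, 4 with all groups in one fit, 0 with only higher genes, 0 adjusted over the highlighted terms and 0 with fry.

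CIA rats and controls share only replicate numbers, and the correlations of same-numbered samples were 0.06, -0.56 and -0.32 for Nampt++ and 0.06, 0.54 and 0.23 for Nampt+ samples. With the number as a replicate block, 46 and 60 genes passed and 3 and 0 terms were enriched.

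Leaving out each sample in turn gave from 58 to 165 genes past the thresholds between Nampt+ and Nampt++ samples, with 165 and 163 without the Nampt+ and the Nampt++ sample of rat 2, from 53 to 462 for Nampt++ samples against controls, and from 49 to 136 for Nampt+ samples against controls, both highest without control 2. Genes with an adjusted p under 0.05 numbered from 0 to 2, 0 to 2 and 0 to 1, with 2 without the Nampt+ sample of rat 2 and 2 and 1 without control 1. Enriched terms numbered from 5 to 12, 0 to 4 and 0 to 7, with 12 without the Nampt++ sample of rat 4, 4 without control 2 and 7 without control 3. Fig. 3C genes past the thresholds numbered from 3 to 8 and those with the drawn direction from 11 to 15, and no marker list had an exact p under 0.05, which with a sample left out could be reached only between Nampt+ and Nampt++ samples. Nampt differed by -0.84 to -0.14 between Nampt+ and Nampt++ samples, by 0.06 to 0.80 between Nampt++ samples and controls, the lowest without control 3 and the highest without the Nampt++ sample of rat 2, and by -0.34 to 0.27 between Nampt+ samples and controls, the highest without control 2. Tpi1 differed by -2.04 to -0.94, by -0.27 to 0.83 and by -1.46 to -0.83 in the same order, and the glycolysis list by -0.53 to -0.07, by 0.08 to 0.53 and by -0.11 to 0.15, its lowest and highest without the Nampt+ sample of rat 4 and without control 2.

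Some results for single genes and lists changed direction, and with a sample left out several of them ranged widely on both sides of 0. The T cell list between Nampt+ samples and controls was 0.0079 as log2 CPM. The platelet list between Nampt++ samples and controls was -0.045 with upper quartile scaling and -0.065 without the haemoglobin genes, and the ribosomal protein list between Nampt+ and Nampt++ samples was 0.0078 and 0.016 in these settings. With each sample left out, Kri1 ranged from -0.61 to 0.051, Vps29 from -0.24 to 0.61, as given with their samples beside Fig. 3C, and Ptprc from -0.026 to 0.21. The lists that changed direction ranged, for Nampt+ against Nampt++ samples, from -0.73 to 0.024 for neutrophils (above 0 without the Nampt++ sample of rat 1), -0.14 to 0.47 for T cells, -0.23 to 0.34 for NK cells, -0.62 to 0.15 for platelets, -0.17 to 0.24 for immediate early genes and -0.30 to 0.16 for ribosomal proteins. For Nampt++ samples against controls they ranged from -0.72 to 0.038 for erythroid genes (above 0 without the Nampt++ sample of rat 4), -0.48 to 0.17 for T cells, -0.76 to 0.21 for B cells, -0.16 to 0.26 for platelets, -0.90 to 0.13 for immediate early genes and -0.29 to 0.26 for ribosomal proteins. For Nampt+ samples against controls they ranged from -0.012 to 0.74 for erythroid genes, -0.26 to 0.84 for neutrophils, -0.27 to 0.31 for monocytes, -0.45 to 0.41 for T cells, -0.63 to 0.34 for B cells, -0.57 to 0.21 for platelets, -0.76 to 0.26 for immediate early genes and -0.41 to 0.13 for ribosomal proteins. None of the 30 list results had an exact p under 0.05 in the settings where one can be reached. The smallest possible exact p is 0.1 for 3 samples against 3 controls and 0.067 for 4 against 2, so leaving out a sample could give none against controls, and the sign flips within 4 rats could give none either.

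Of the 28 results of named genes, 25 values under other settings no longer had an unadjusted p under 0.05, and 18 newly had one. With a sample left out, 28 values no longer had one and 10 newly had one. These are counts of p alone, without the ratio of means that the thresholds also need. In the simulations, changes of 2, 4 and 8 times were called at an adjusted p under 0.05 for 9.09%, 73.4% and 92.2% of changed genes at 4 samples against 4, and for 3.08%, 53.8% and 93.7% at 4 against 3. The simulations leave out variation shared by the genes of a sample, so these rates need not hold here. Whether more rats or more reads would change these results was not tested.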

Differences from the paper's values

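The paper's tables give values of transcripts and the values here are of genes. They list as differing at an adjusted value under 0.05 10 transcripts between Nampt+ and Nampt++ samples, 17 between Nampt++ samples and normal healthy controls, and 7 between Nampt+ samples and controls. With edgeR's quasi-likelihood test on genes there were 0, 0 and 0, against 256, 176 and 98 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps, with at most 2 genes under any of them, and DESeq2, which was chosen after seeing the values, gave 5, 5 and 4. Of transcripts lower in Nampt++ samples than in controls the paper's tables list 19, against 40 genes here. Among the alternatives set before the data were examined, the replicate number as a block, with 19 genes, and leaving out control 1, with 23, closed the gap, and the others, from 11 to 182, did not.

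Among the genes plotted in Fig. 3C, the paper's log2 fold change between Nampt+ and Nampt++ samples was 12.46 for Kri1, 16.11 for Vps29, 3.929 for Rac1, 1.245 for Ptprc, 1.312 for Ddx17 and -2.87 for Nfkbiz. The log2 ratios of the mean gene FPKMs were -0.52, 0.010, -0.50, 0.015, 0.30 and -0.57 in the same order. None of the alternatives set before the data were examined closed any of these gaps.

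The paper draws Kri1 and Rac1 higher in Nampt+ samples in Fig. 3C, and the gene values were lower here. It selects all 17 genes of the figure as differing. Kri1, Vps29, Rac1, Ptprc, Ddx17 and Nfkbiz passed its thresholds in none of the 21 settings. Cebpd, not called here, was called by limma, limma with the pseudocount of 0.1, limma with the rat as a replicate block, no filter and upper quartile scaling, by DESeq2, and without either sample of rat 2. Cxcl16 was called with the rat as a replicate block by edgeR and by limma, by DESeq2, and without the Nampt++ sample of rat 1 or the Nampt+ sample of rat 3. LOC103694380 was called by limma and DESeq2, with the rat as a replicate block by edgeR and by limma, and without the Nampt++ sample of rat 4 or the Nampt+ sample of rat 1. Tgm2 was called by limma, limma with the pseudocount of 0.1, limma with trend and robust, limma with the rat as a replicate block, DESeq2, and without the Nampt++ sample of rat 1 or 2 or the Nampt+ sample of rat 2. DESeq2 and the limma fit with the rat as a replicate block were added after seeing the data, here and below. The plain limma fit was the design written before the data were examined, and only its use as an alternative came later.

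Of the terms highlighted in Fig. 3B, the paper lists 8 that were not enriched here. Response to lipopolysaccharide was enriched with limma, DESeq2, the rat as a replicate block, camera and 4 fits with a sample left out. The JNK cascade term was enriched with limma, DESeq2, the rat as a replicate block by edgeR and limma, camera and 5 such fits. Asthma was enriched with limma, DESeq2, both block fits, only higher genes and 4 such fits, and cytokine-cytokine receptor interaction with limma, DESeq2, no filter, both block fits, camera and 4 such fits. Inflammatory bowel disease was enriched with limma, its pseudocount of 0.1, trend and robust, DESeq2, both block fits and 4 such fits. NF-kappa B signaling was enriched with limma, the rat as a block by edgeR, camera and 2 such fits, IL-17 signaling with limma, DESeq2, both block fits and 3 such fits, and TNF signaling with limma, camera and 2 such fits.

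Of the pathways in Fig. 4A, none was enriched here. Toll-like receptor signaling was enriched with limma, all groups in one fit, the number as a block, camera and 2 fits with a sample left out. MAPK signaling was enriched with the number as a block and camera, and NF-kappa B signaling with limma, camera and without control 2. Type II diabetes mellitus was enriched with limma, its pseudocount of 0.1, trend and robust, DESeq2, no filter, all groups in one fit, camera and without control 2. AGE-RAGE signaling was enriched with limma, trend and robust, DESeq2, all groups in one fit, camera and 3 fits with a sample left out. Systemic lupus erythematosus was enriched with limma, its pseudocount of 0.1, trend and robust, DESeq2, upper quartile scaling, all groups in one fit, the number as a block, only lower genes and 2 such fits, and asthma with limma, its pseudocount of 0.1, trend and robust, DESeq2, no filter, all groups in one fit and without the Nampt++ sample of rat 3. Nicotinate and nicotinamide metabolism was enriched with only higher genes and without the Nampt++ sample of rat 2, and TGF-beta signaling with trend and robust and all groups in one fit.

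Of the terms in Fig. 4B, 10 were not enriched here. Coupled ATPase activity was enriched with DESeq2, no filter, a mean FPKM of at least 10, upper quartile scaling, all groups in one fit, camera and 3 fits with a sample left out, and ATP metabolic process with DESeq2, upper quartile scaling, all groups in one fit and 3 such fits. Lipoprotein metabolic process was enriched with no filter, a mean FPKM of at least 10, only lower genes and without the Nampt+ sample of rat 1. IL-17 signaling was enriched with limma, DESeq2, upper quartile scaling, without the haemoglobin genes and without control 1 or 3. Th17 cell differentiation and osteoclast differentiation were enriched without control 3, and PI3K-Akt signaling without control 1. Cholesterol metabolism, TGF-beta signaling and ABC transporters were enriched in none of the 23 settings.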

Other observations

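The tests of divided reads, basophils and transcripts and the number of genes that still passed without the haemoglobin genes below were chosen only after the result was seen, and those of other splits, red cell RNA, leukocyte mixture and glycolysis before, although the counts of genes past the thresholds were known when those of leukocytes and glycolysis were written.

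Other splits of the same samples gave counts of genes past the thresholds as large as the real ones. Between Nampt+ and Nampt++ samples, which are pairs from 4 rats, 5 of the 8 splits that part all pairs gave at least as many genes past the thresholds, 4 of 8 as many enriched terms and 1 of 8, the real split itself, as many Fig. 3C genes. With 8 splits the share is never under 1 of 8, so these results cannot be told apart from other groupings of the samples. Over all 35 splits, most of which put both samples of some rats into one group, the numbers were 25, 16 and 2, and the other splits gave from 33 to 505 genes past the thresholds. For Nampt++ samples against controls, 28 of 35 splits gave as many genes past the thresholds, and for Nampt+ samples against controls 32 of 35, with as many enriched terms in 18 of 35. Where the real count was 0, for genes with an adjusted p under 0.05 in all 3 comparisons and for pathways between Nampt++ samples and controls, every split gives as many by construction (8 of 8 and 35 of 35), which tests nothing. As many genes at an unadjusted p under 0.05 came from 5 of 8, 30 of 35 and 34 of 35 splits.

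The haemoglobin genes took unequal shares of the counts. If they drove the genes past the thresholds, these would fall off without them. Of the 72, 77 and 56 genes, 65, 70 and 53 still passed without the haemoglobin genes, among 77, 82 and 58 in all. Most calls therefore did not need the haemoglobin genes in the fit. This cannot exclude red cell RNA as a cause, because the fit was already TMM normalized and other genes of red cells stayed in. The share of higher genes moved from 48.6% to 57.1%, from 48.1% to 36.6% and from 42.9% to 41.4%. How many are higher therefore depends on how the samples are scaled in the first 2 comparisons. Upper quartile scaling gave 58.4% and 36.9% there, so these shifts do not single out red cell RNA. For a different mixture of leukocytes, 0, 0 and 0 of 6 lists of leukocyte markers had an exact p under 0.05 in the 3 comparisons, and this cannot be told apart from a small shift because the spread between rats is wide. Over all 10 lists and 3 comparisons, 0 of 30 differences had an exact p under 0.05, where 1.5 come by chance, with the smallest exact p at 0.257 and every Benjamini-Hochberg adjusted p at 1.0. Between Nampt+ and Nampt++ samples the differences were 0.64 for erythroid genes, -0.28 for neutrophils, -0.48 for monocytes, 0.03 for T cells, 0.13 for B cells, 0.04 for NK cells, -0.22 for platelets, 0.78 for basophils and mast cells, 0.13 for immediate early genes and -0.13 for ribosomal proteins. Between Nampt++ samples and controls they were -0.24, 0.62, 0.49, -0.06, -0.29, -0.66, 0.06, -0.34, -0.23 and -0.03 in the same order, and between Nampt+ samples and controls 0.40, 0.34, 0.01, -0.03, -0.16, -0.62, -0.17, 0.44, -0.10 and -0.15.

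Genes of the immune response and systemic lupus erythematosus terms that were higher in Nampt+ samples include Ms4a2, Mcpt8l2 and Mcpt8l3, which stand in the list of basophil and mast cell genes. A candidate explanation is a larger share of these cells, and their list was higher by 0.777 in Nampt+ samples, and by 0.36 without the Nampt+ sample of rat 4. This lies within the spread of the samples, and the 3 genes of the pattern are themselves among the 7 genes of the list that were found, so the explanation cannot be told apart from a change within other cells.

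Tpi1 differed between Nampt+ samples and normal healthy controls by -1.21 on the log2(FPKM + 1) scale (exact permutation test, p = 0.0571). A shift of glycolysis as a group predicts that the other glycolysis genes are lower too. Without Tpi1 the list differed by 0.0712 from controls, which argues against it for that comparison, and by -0.205 between Nampt+ and Nampt++ samples, where it cannot be told apart because the value lies within the spread of the rats. Summed with LOC100911515, Tpi1 differed by -0.0464 from controls (exact permutation test, p = 0.857) while the share of Tpi1 in the summed counts parted the groups (exact permutation test, p = 0.0286). Divided reads predict that the copy gains what Tpi1 loses. The copy was at 38.0 ± 9.15 FPKM in Nampt+ samples (SD, n = 4) and 28.1 ± 12.0 in controls (SD, n = 3), a gain of 0.81 of what Tpi1 lost, but that loss is less than 2 standard errors of the copy, so divided reads cannot be told apart from a lower Tpi1 there. Between Nampt+ and Nampt++ samples the sum differed by -0.551, the copy was lower as well and the share did not part the groups (exact permutation test, p = 0.114), and divided reads cannot be told apart from a change of Tpi1 there either, because the spread between rats is wide. A lower level of the enzyme itself was not tested. In the GRCr8 assembly Tpi1 lies between Spsb2 and Usp5, and the deposited table places Spsb2 beside LOC100911515 on chromosome 9 from 20217278 to 20219209.

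For other genes with copies by description, divided reads cannot be told apart from a change of the gene either. Summed with its copies, Rpl30 differed by 0.0434 between Nampt++ samples and controls and by -0.228 between Nampt+ samples and controls, and Rpl9 by -0.241 between Nampt+ samples and controls. Most of each sum comes from the copies, whose spread exceeds what the gene lost, so these sums would move little beside that spread in either case. The copies of Rpl9 did not gain, at 568 ± 170 FPKM in Nampt+ samples (SD, n = 4) and 621 ± 310 in controls (SD, n = 3). Pomp with its copy differed by -0.358 between Nampt+ and Nampt++ samples, and the copy alone, at 62.3 ± 14.7 and 65.3 ± 11.2 FPKM (SD, n = 4), did not gain what Pomp lost, while the sum lies within the spread of the samples (exact permutation test, p = 0.0857). Across all genes, 113 of 10008 with at least 300 counts in 3 or more samples had 0 to 3 counts in some other sample, from 20 to 44 per sample. Of these 113 genes, 29 (25.7%) have another expressed gene of the same description, against 694 of 9895 others (7.01%; Fisher's exact test, p = 1.04e-09), so divided reads may account for some of the counts near 0. Wbp11 and Spsb2, which DESeq2 called and which were chosen after their values were seen, are of this kind.

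The paper's tables give log2 fold changes of transcripts. For the 8 Fig. 3C genes with 1 transcript in the deposited table, the gene values lay within 3.34e-06 of the paper's, and for the 9 with more the median difference was 2.30, with the same sign for 6. Values of one transcript against values of the whole gene may therefore account for those differences. Of the genes in the paper's tables, 65 of 72, 54 of 67 and 43 of 53 had the same direction here in the 3 comparisons, and 22, 12 and 13 passed the thresholds.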
